# Tofacitinib blocks IFN-regulated biomarker genes in skin fibroblasts and keratinocytes in a systemic sclerosis trial

**DOI:** 10.1172/jci.insight.159566

**Published:** 2022-09-08

**Authors:** Dinesh Khanna, Cristina Padilla, Lam C. Tsoi, Vivek Nagaraja, Puja P. Khanna, Tracy Tabib, J. Michelle Kahlenberg, Amber Young, Suiyuan Huang, Johann E. Gudjonsson, David A. Fox, Robert Lafyatis

**Keywords:** Clinical Trials, Rheumatology, Skin

## Abstract

**BACKGROUND:**

Systemic sclerosis (SSc) is an autoimmune, connective tissue disease characterized by vasculopathy and fibrosis of the skin and internal organs.

**METHODS:**

We randomized 15 participants with early diffuse cutaneous SSc to tofacitinib 5 mg twice a day or matching placebo in a phase I/II double-blind, placebo-controlled trial. The primary outcome measure was safety and tolerability at or before week 24. To understand the changes in gene expression associated with tofacitinib treatment in each skin cell population, we compared single-cell gene expression in punch skin biopsies obtained at baseline and 6 weeks following the initiation of treatment.

**RESULTS:**

Tofacitinib was well tolerated; no participants experienced grade 3 or higher adverse events before or at week 24. Trends in efficacy outcome measures favored tofacitnib. Baseline gene expression in fibroblast and keratinocyte subpopulations indicated IFN-activated gene expression. Tofacitinib inhibited IFN-regulated gene expression in SFRP2/DPP4 fibroblasts (progenitors of myofibroblasts) and in MYOC/CCL19, representing adventitial fibroblasts (*P* < 0.05), as well as in the basal and keratinized layers of the epidermis. Gene expression in macrophages and DCs indicated inhibition of STAT3 by tofacitinib (*P* < 0.05). No clinically meaningful inhibition of T cells and endothelial cells in the skin tissue was observed.

**CONCLUSION:**

These results indicate that mesenchymal and epithelial cells of a target organ in SSc, not the infiltrating lymphocytes, may be the primary focus for therapeutic effects of a Janus kinase inhibitor.

**TRIAL REGISTRATION:**

ClinicalTrials.gov NCT03274076.

**FUNDING:**

Pfizer, NIH/National Institute of Arthritis and Musculoskeletal and Skin Diseases (NIAMS) R01 AR070470, NIH/NIAMS K24 AR063120, Taubman Medical Research Institute and NIH P30 AR075043, and NIH/NIAMS K01 AR072129.

## Introduction

Systemic sclerosis (SSc, scleroderma) is an autoimmune, connective tissue disease characterized by fibrosis in the skin and internal organs and vasculopathy (1). It has the highest case fatality in rheumatic diseases, and one subclassification of this disease, diffuse cutaneous SSc (dcSSc), has a 10-year mortality rate of 50% (1). There are no licensed treatments for SSc, and currently, disease management is focused on organ-specific complications.

The pathogenesis of SSc includes an interplay between autoimmunity, vascular dysfunction, and ensuing fibrosis. T cells play a key role in the pathogenesis of early SSc that can lead to endothelial apoptosis, the production of autoantibodies, and the eventual onset of fibrosis (2–4). Innate immune mechanisms, including type I IFNs, are important in SSc (5). Polymorphisms in IFN-regulatory factors confer increased risk of SSc, and IFN excess is evident in blood and skin of a large percentage of patients with SSc.

Tofacitinib is a potent, selective inhibitor of the Janus kinase (JAK) family of proteins with a high degree of selectivity against other kinases in the human genome (6). Tofacitinib blocks JAKs in the JAK/signal transducer and activator of transcription (STAT) pathway, preferentially JAK1 and JAK3, affecting signaling for IFN-α, IFN-β, IL-6, IL‑7, IL‑10, IL-12, IL-15, IL-21, and IL-23 (7). Tofacitinib blocks IL-2, IL-4, IL-6, IL-7, IL-15, and IL-21 in T cells and IL-6, IFN-α, and IFN-γ signaling in monocytes (8). In murine arthritis, tofacitinib reduces levels of plasma IL-6 and CXCL10 (IFN-γ–induced protein 10), while in rheumatoid arthritis (RA), it lowered IL-6 in one clinical trial but decreased CXCL10 in another.

In the cellular environment, where JAKs signal in pairs, tofacitinib preferentially inhibits phosphorylation of STAT, preventing dimerization and translocation of STAT into the nucleus. Because of selective inhibition of JAK1 and JAK3 by tofacitinib, signaling through common γ chain–containing receptors for several cytokines, including IL‑2, ‑4, ‑7, ‑9, ‑15, and ‑21, is blocked. These cytokines are integral to lymphocyte activation, proliferation, and function, and inhibition of their signaling results in modulation of multiple aspects of the immune response. In addition, inhibition of JAK1 causes attenuation of signaling by additional proinflammatory cytokines, such as IL‑6 and IFN-γ, and affects type I IFN signaling. The effect of JAK inhibition affects not only lymphocyte populations but also myeloid, vascular, and fibroblast populations (9). Specifically, a study by Migita et al. highlighted key roles for the effect of JAK/STAT inhibition on fibroblasts (10).

Bioinformatic analysis showed that IL-6/JAK/STAT3 gene signatures were aberrant in SSc biopsies in 4 independent cohorts (11). The results were confirmed by JAK and STAT3 phosphorylation in skin and lung biopsies from patients with SSc. Treatment of mice with tofacitinib not only prevented bleomycin-induced skin and lung fibrosis (12) but also reduced skin fibrosis in TSK1/+ mice (11). In another mouse model of scleroderma-related lung fibrosis, JAK inhibition prevented the upregulation of M1 and M2 markers with improvement in skin and pulmonary involvement (13). Based on these observations, we conducted a phase I/II trial to evaluate daily oral tofacitinib versus placebo in dcSSc in a 24-week randomized controlled trial. The primary objective was to assess safety and tolerability of tofacitinib, and our secondary objectives were to assess for efficacy on clinical outcome measures and to assess the effect on skin tissue single-cell RNA transcription after treatment with tofacitinib.

## Results

Of 17 participants who gave consent, 15 were randomized at 2 centers between September 2017 and October 2018 (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.159566DS1). Ten (100%) in the tofacitinib group and 4 (80%) in the placebo group completed the 24-week trial. At week 24, all participants were included in the modified intent to treat and safety analyses. Fourteen of 15 participants decided to continue in the open-label extension. The demographic and baseline disease characteristics were balanced between the treatment groups (Supplemental Table 1).

Tofacitinib was well tolerated — no participants experienced grade 3 or higher Common Terminology Criteria for Adverse Events (CTCAE) v 4.03 adverse events (AEs) at or before week 24 (predefined primary end point). There were 13 and 10 grade 2 or higher AEs in the tofacitinib and placebo groups, respectively, with 5 AEs of special interest in the tofacitinib arm (4 infections requiring treatment and 1 laboratory abnormality) and no episodes of serious infections, cancer, thromboembolic events, herpes zoster, or gastrointestinal perforations (Supplemental Table 2).

For the efficacy endpoints, the median (25th–75th) change in modified Rodnan skin score (mRSS) was –5.5 (–6.0, –1.0; 0–51 range; a negative score denotes improvement in mRSS) in the tofacitinib group and –2.5 (–7.5, 2.5) in the placebo group, with a treatment difference of –3.0 (–12.0, 6.0, *P* = 0.47; Supplemental Figure 2 and Supplemental Tables 2 and 3). We also saw trends in improvement favoring tofacitinib in a composite endpoint, the American College of Rheumatology Composite Response Index in Systemic Sclerosis (ACR-CRISS), with a median (Q1, Q3) 0.30 (0.0, 1.0) in the tofacitinib group and 0.10 (0.0, 0.6) in the placebo group (Supplemental Table 3).

### Open-label extension.

There were 3 grade 3 AEs in the tofacitinib-to-tofacitinib group and in 1 participant in placebo-to-tofacitinib group (Supplemental Table 2). There was 1 herpes zoster reactivation and 1 serious infection (cytomegalovirus induced hepatitis) in the tofacitinib-to-tofacitinib group and 1 serious AE in the placebo-to-tofacitinib group with a thermal injury (diabetic foot ulcer). There was continued improvement in the mRSS in both groups [–12.5 (–15.5, –5.5) in the tofacitinib-to-tofacitinib and –9.0 (–11.0, –9.0) in the placebo-to-tofacitinib group] and other measures, such as ACR-CRISS.

### Single-cell gene expression in skin of tofacitinib-treated participants.

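Skin of 15 participants gave 30 single-cell libraries, 1 from baseline and 1 from week 6 for each person. Of the participants, 10 took tofacitinib, an inhibitor of the Janus kinases that pass on cytokine and interferon signals, and 5 took placebo. The paper's results and the sample labels give week 6 for the second biopsy, while its methods give week 12, and week 6 is used here. The authors deposited UMI counts from Cell Ranger 4.0.0 on GRCh38 for 77465 barcodes. Cells with at least 500 UMIs, at least 200 genes and at most 25% mitochondrial UMIs were kept, 64804 in all, and grouped by Leiden clustering at resolution 2. Groups carry the names of the cell types their markers resemble (SFRP2/DPP4 fibroblast-like, macrophage-like and so on, with the suffix left out below), and differences from the study may come from these rebuilt names. Expression was summed per library over the cells of a class, and week 6 was compared with baseline within participants by edgeR's quasi-likelihood test with TMM normalization, where a gene "rose" or "fell" only at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Levels are UMI counts scaled to library size (CPM), mean ± SD over the 10 tofacitinib participants, and folds are log2 with their standard error (SE). Exact sign-flip tests over participants were used for scores and shares.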

In order to understand the changes in gene expression associated with tofacitinib treatment in each skin cell population, we examined single-cell gene expression in baseline skin biopsies and again 6 weeks after initiating treatment. We digested the whole skin biopsies into single cells and analyzed transcriptomes using droplet-based single-cell RNA-Seq (scRNA-Seq), obtaining transcriptomes from approximately 2,000–3,000 cells/sample. 

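The 30 libraries kept 1179 to 3364 cells each, 2160 ± 594 (SD) on average. At a minimum of 1000 UMIs the total was 56911 cells. Tofacitinib libraries had a median of 6221 UMIs per cell at baseline and 5675.5 at week 6, and placebo libraries 5022.5 and 5490.0. Within participants the change was −0.24 on the log2 scale on tofacitinib (exact two-sided sign-flip p = 0.123, n = 10 pairs) and −0.13 on placebo (higher in 2 of 5).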

After filtering out cells with low unique molecular identifier counts, we generated a t-distributed stochastic neighbor embedding plot from approximately ~1,500–2,500 cells/sample (mean 1,875 ± 489), combining the transcriptomes of all the participants entered into the study (Figure 1A). Cells from the placebo- and tofacitinib-treated participants were found in all clusters in biopsies at both baseline and week 6 and were initially analyzed without knowledge of treatment (Supplemental Figures 3 and 4). 

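Cells of both arms and both visits lay together in 57 of 59 clusters, and 34 clusters held cells of all 30 libraries. The cluster shared by the fewest libraries had cells of 3. At Leiden resolution 1 there were 40 clusters.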

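Leading genes of the clusters marked the main skin cell types. PI16, SFRP2 and COMP marked 4702 SFRP2/DPP4 fibroblasts, SFRP4 and COL8A1 marked 1172 myofibroblasts, and CCL19, MYOC and C7 marked 4990 MYOC/CCL19 fibroblasts. Pericytes (RGS5, STEAP4, RERGL) made up 6227 cells and vascular endothelial cells (SELE, VWF, ACKR1) 5067. KRT15 and COL17A1 marked 7497 basal, KRT1 and KRT10 marked 9233 differentiated, and FLG and SLURP1 marked 1399 keratinized keratinocytes. T cells (CD3D, TRAC) numbered 2072, macrophages (C1QA, CCL18) 1482 and dendritic cells (CD1C, FCER1A) 1425. Another 5572 cells in 6 clusters matched no single type and stayed unnamed.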

We identified 49 different cell clusters, including multiple subsets of keratinocytes and pericyte and endothelial cell populations, as well as discrete clusters of T cells, macrophages, DCs, NK cells, B cells, and plasma cells, easily identified by characteristic marker genes identified in the top differentially expressed genes/cluster (Supplemental Table 4).

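Pericytes, the contractile cells around small vessels, made up 7.62% ± 3.07 (SD) of cells at baseline and 11.4% ± 5.40 at week 6 in the tofacitinib arm, higher in 10 of 10 participants. Vascular endothelial cells made up 6.41% ± 1.60 and 9.18% ± 1.57, higher in 9 of 10. The exact two-sided sign-flip p was 0.00195 for pericytes, the smallest possible with 10 pairs, and 0.00391 for endothelial cells. In the placebo arm (n = 5 pairs in the deposited libraries) pericytes made up 10.04% and 9.35% and endothelial cells 7.57% and 10.2%. The arms were not shown to differ in either change (exact two-sided permutation p = 0.102 and 0.953).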

We examined the proportion of each cell population, focusing on tofacitinib-treated participants in view of the small number of placebo-treated participants who had data at both baseline and week 6 (*n* = 4). This showed a significant increase in the proportion of cells in 2 pericyte and 2 endothelial cell populations after tofacitinib compared with baseline (Figure 1B and Supplemental Figure 5). 

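CCL14 endothelial cells, a venular type rich in VWF and ACKR1, made up 1.50% ± 0.73 of cells at baseline and 3.00% ± 1.35 at week 6 of tofacitinib (mean ± SD, n = 10). SELE endothelial cells, which carry the adhesion molecule E-selectin, made up 2.34% ± 1.06 and 3.50% ± 0.83, and each population was higher in 9 of 10 participants. RERGL pericytes, with the smooth muscle genes ACTA2 and MYH11, made up 1.79% ± 1.15 and 2.89% ± 2.01 (8 of 10 higher), and STEAP4 pericytes, with the potassium channel genes KCNJ8 and ABCC9, made up 3.22% ± 1.34 and 4.35% ± 1.82 (7 of 10 higher). At Leiden resolution 1, where CCL2 pericytes formed no cluster of their own, RERGL pericytes made up 4.44% and 7.06%. Exact two-sided sign-flip p values were 0.00391, 0.00586, 0.0449 and 0.0254 in that order. Placebo means were 2.27% and 3.01% for CCL14 endothelial cells and 3.05% and 3.49% for SELE endothelial cells. They were 3.20% and 3.16% for RERGL pericytes and 4.19% and 3.64% for STEAP4 pericytes. The arms were not shown to differ in these changes (exact permutation p = 0.435, 0.348, 0.490 and 0.0729 in that order). Over the 35 named populations none passed Benjamini-Hochberg adjustment (lowest 0.103, shared by CCL14 and SELE endothelial cells), and with 10 pairs no exact p can pass Bonferroni correction over 35 (lowest 0.137).

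**Figure D1:**
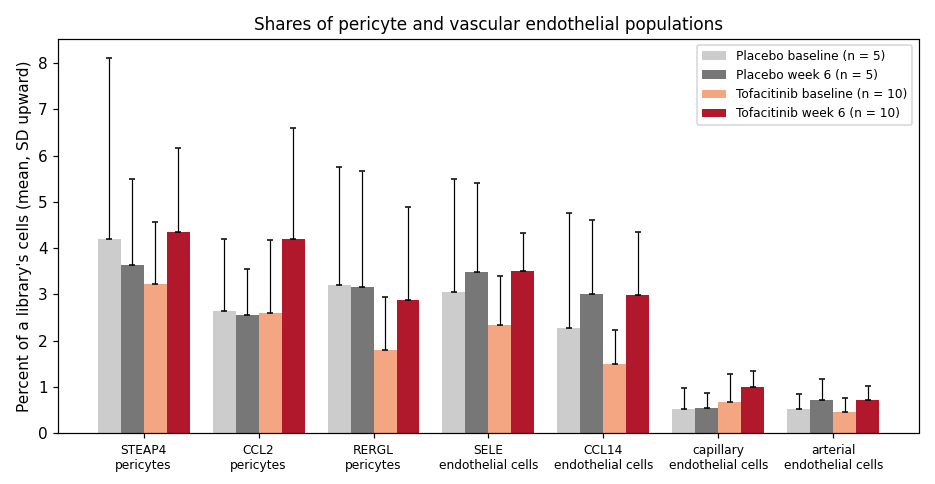
Shares of 3 pericyte and 4 vascular endothelial populations among the cells of a library, mean with SD drawn upward, in placebo (n = 5) and tofacitinib (n = 10) participants at baseline and week 6. Names are those of the cell types that the markers of each cluster resemble.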

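CCL2 pericytes, which express this monocyte chemokine gene with IL6 and AVPR1A, made up 2.60% ± 1.58 (SD) of cells at baseline and 4.20% ± 2.40 at week 6 of tofacitinib, higher in 8 of 10 participants. The placebo means were 2.65% and 2.56%. The exact two-sided sign-flip p was 0.0215 before and 0.143 after Benjamini-Hochberg adjustment, and the permutation p for the difference between arms was 0.129.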

A third, more common, population of pericytes also showed increased numbers of pericytes, though not reaching statistical significance after correction for multiple testing (Figure 1B). Thus, 5 of 7 pericyte and endothelial cell clusters associated with vascular biology showed increased proportions of cells after tofacitinib. 

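The paper concludes from the population shares that 5 of 7 vascular clusters expanded. Here the 7 populations named as a pericyte or vascular endothelial type had higher mean shares at week 6 of tofacitinib, and 6 of them had an unadjusted exact p under 0.05. Endothelial cells whose subtype was not separated made up 1.44% and 0.964% (p = 0.451). On placebo they made up 1.21% and 2.44%, higher in 5 of 5 (unadjusted exact permutation p = 0.0323 for the difference between arms). Keratinocytes and sweat gland cells, which share the denominator, made up 38.6% of cells at baseline and 32.4% at week 6 of tofacitinib. Left out of the denominator, the change was 4.06 points for pericytes (exact sign-flip p = 0.0469) and 3.10 points for endothelial cells (p = 0.0332). With unnamed clusters left out as well, it was 3.48 points (p = 0.135) and 2.93 points (p = 0.117).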

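Arterial endothelial cells, marked by SEMA3G and GJA5, made up 0.453% ± 0.301 (SD) of cells at baseline and 0.721% ± 0.289 at week 6 of tofacitinib, higher in 8 of 10 participants (exact two-sided sign-flip p = 0.0391). Lymphatic endothelial cells, where the chemokine gene CCL21 led the markers together with PROX1, made up 0.595% and 0.906%, higher in 8 of 10 (p = 0.0137). No pericytes with CCL21 stood apart as a population here. Capillary endothelial cells (CA4, CD300LG) made up 0.669% and 0.997% (p = 0.0879). On placebo arterial cells made up 0.521% and 0.723%, lymphatic cells 0.441% and 0.720% (higher in 5 of 5) and capillary cells 0.522% and 0.552%. The arms were not shown to differ in these changes (exact permutation p = 0.769, 0.842 and 0.356 in that order).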

The 2 other vascular cell populations of arterial endothelial cells and CCL21 pericytes represented very low proportions of the total cells.

### Baseline gene expression in fibroblast subpopulations indicates IFN-activated gene expression.

In recent studies, we found that 2 subpopulations of dermal fibroblasts undergo striking changes in gene expression in the skin from participants with dcSSc (14). Furthermore, we found that one of these populations, marked by expression of SFRP2 and DPP4 in healthy skin, appear to be the progenitors of myofibroblasts and show upregulated expression of genes that in bulk RNA skin gene expression correlate with degree of clinical skin thickness, as assessed by the mRSS. In our tofacitinib-treated data set, these cells were largely found in clusters 1 and 9 (Figure 1A). 

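SFRP2/DPP4 fibroblasts, pooled with myofibroblasts for the gene tests, numbered 1851 cells at baseline and 2133 at week 6 in the tofacitinib arm. Apart from the myofibroblasts, they were 7.85% and 8.18% of the cells of a library (exact two-sided sign-flip p = 0.734, n = 10 pairs), and myofibroblasts were 1.87% and 2.10% (p = 0.955).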

The second of these populations, marked by expression of MYOC and CCL19, represent adventitial fibroblasts and a morphologically distinct population of reticular fibroblasts. In our tofacitinib-treated data set, these cells were largely found in clusters 6 and 7 (Figure 1A). 

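MYOC/CCL19 fibroblasts formed 2 clusters, 1 led by PLA2G2A and MYOC (2503 cells) and 1 by the chemokine genes CCL19 and CXCL12 (2487 cells). Together they made up 6.99% of cells at baseline and 8.35% at week 6 of tofacitinib (exact two-sided sign-flip p = 0.389).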

To further the understanding of how SSc affects dermal fibroblast populations, we examined pathways activated in these 2 populations, studying genes correlating with the mRSS in tofacitinib-treated baseline skin biopsies (15 SSc samples) and other SSc and healthy skin biopsies previously examined by scRNA-Seq (10 healthy skin and 12 SSc samples).

Ingenuity Pathway Analysis (IPA; QIAGEN) of SFRP2/DPP4 fibroblast gene expression with a focus on components that positively correlated with the mRSS revealed several prominent pathways: hepatic fibrosis/hepatic stellate cell activation, senescence, interferon signaling, sirtuin signaling, and TGF-β signaling, as well as several other pathways, including protein ubiquitination, oxidative phosphorylation, IL-1, IL-6, and role of JAK1, JAK2 and TYK2 in interferon signaling (JAK) (Figure 2A and Supplemental Table 5). Consistent with these pathways, we have previously noted upregulation of TGF-β and IFN pathways, in microarray-assessed gene expression in whole SSc skin biopsies (15, 16). The IFN pathway genes that positively correlated with the mRSS included STAT1 (Supplemental Table 5), and IFN is known to upregulate expression of STAT1 mRNA via STAT1 phosphorylation (17). The JAK pathway indicated that both STAT1 and STAT2 expression correlated with the mRSS (Table 1 and Supplemental Table 5).

TGF-β pathway genes included 2 of the 3 TGF-β isoforms: TGF-β1, TGF-β3, and both TGF-β receptors, TGF-βR1 and TGF-βR2, all correlated highly with the mRSS; TGF-β2 did not correlate with the mRSS (Table 1). Examining previous bulk skin mRNA gene expression, we noted that TGF-β3 correlated highly and TGF-β1 weakly but positively with the mRSS, while TGF-β2 correlated negatively with the mRSS (Supplemental Figure 6) (14). TGF-β3 expression correlated most highly with the mRSS in SFRP2/DPP4 fibroblasts (*R* = 0.68), which include myofibroblasts (Supplemental Table 6).

Several other pathways showed inconsistent pathway regulation, (i.e., positive correlations with gene expression expected to decrease or negative correlations with gene expression expected to increase) and are hereafter referred to as mixed pathways (Supplemental Table 5). The senescence and sirtuin signaling pathways were mixed pathways, with 15/75 (20%) and 29/50 (58%) genes regulated in the opposite manner to that expected in an activation of the pathway. The mixed effects of the senescence signaling pathway in SFRP2/DPP4 fibroblasts were particularly reflected in cyclin dependent kinase inhibitor 2B (CDKN2B, p15INK4b) and TP53 (p53), genes inhibiting proliferation, and CDK1, CDK2, CDK4, and CDK6 (cyclin-dependent kinases), promoting cell division. IPA of MYOC/CCL19 fibroblast gene expression correlating with the mRSS revealed several prominent pathways: senescence, hepatic fibrosis signaling, IL-6 signaling, STAT3 signaling, TGF-β signaling, protein ubiquitination, JAK/Stat signaling, and role of JAK1, JAK2 and TYK2 in interferon signaling. IFN pathway genes included STAT1 and STAT2, as well as JAK2, a direct target of tofacitinib (Figure 2B). The TGF-β signaling pathway, for SFRP2/DPP4 fibroblasts, showed significant correlations between the mRSS and expression of TGFB1, TGFB3, TGFBR1, and TGFBR2 (Table 1).

The senescence signaling pathway was again regulated in MYOC/CCL19 fibroblasts, as in SFRP2/DPP4 fibroblasts, showing a mixed pattern, 16/69 (23%) genes regulated in the opposite-than-expected direction. However, expression of several key senescence pathway genes in these fibroblasts correlated highly with the mRSS, most notably, cyclin dependent kinase inhibitor 1A (CDKN1A, p21Cip1), CDKN2A (p16INK4A), CDKN2B, and TP53 without the coregulated expression of cyclin genes seen in SFRP2/DPP4 fibroblasts. P53, the TP53 gene product, links DNA damage to cell cycle arrest through p21, the gene product of CDKN1A (18).

### Tofacitinib inhibits IFN-regulated gene expression by SSc SFRP2/DPP4 fibroblasts.

After establishing fibroblast gene expression pathways correlating with the mRSS at baseline in SSc, we examined pathways downregulated after tofacitinib treatment, examining the change in expression of genes at week 6 compared with baseline. We focused on the pathways described above correlating at baseline with the mRSS and, thus, more likely involved in promoting skin fibrosis. 

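GBP1, a guanylate-binding protein gene induced by interferon-γ (ENSG00000117228, chr1:89052319–89065360), fell in SFRP2/DPP4 fibroblasts of tofacitinib participants from 27.3 ± 15.4 to 14.5 ± 8.84 CPM (mean ± SD, n = 10, log2 fold change −1.11, SE 0.17), lower in 8 of 10. PTX3, a secreted pattern recognition gene (chr3:157436789–157443628), fell from 36.1 ± 46.1 to 7.39 ± 8.14 CPM (−2.11, SE 0.30) and was lower in 9 of 10, and it fell as well on placebo (−2.44). Of the gene lists fixed in advance, MHC class I and immunoproteasome genes fell (16 of 16 tested below 0, mean −0.33), as did interferon-γ response genes (19 of 21 below 0, −0.40) and type I interferon response genes (47 of 48 below 0, −0.44). Adjusted p was 0.00366 for GBP1 and 0.00303 for PTX3 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), 0.0109 for PTX3 on placebo, and 0.00230, 0.00683 and 0.0254 for the lists (limma's fry, two-sided). These 2 genes were the only ones past 0.05 of 10110 tested, with 507 at an unadjusted p under 0.05, where chance gives 505.5. On tofacitinib 0 genes passed without the participant block, 0 with limma on mean log-normalized expression and 6 with DESeq2. Leaving out 1 participant at a time gave 2 to 7. With visits swapped within participants, 5 of 24 splits, the real one included, gave as many. Adjusted over the list alone, 11 MHC class I, 13 interferon-γ and 23 type I genes were lower. No gene's change was shown to differ between arms (0 with edgeR, 0 with DESeq2, 342 at an unadjusted p under 0.05, fewer than chance gives). Nor was the change of any of these lists.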

IPA of SFRP2/DPP4 fibroblasts showed that tofacitinib regulated multiple pathways, including protein ubiquitination, death receptor, glycolysis, necroptosis and sirtuin signaling pathways (Supplemental Table 6), but most notably, regulated the interferon signaling pathway (Figure 3A). IPA indicated 6 genes in the interferon response pathway decreased after tofacitinib treatment (Figure 3B). 

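IFITM1, which codes for a membrane protein that blocks virus entry (chr11:313506–315272), had 115 ± 86.0 CPM at baseline and 60.9 ± 43.5 at week 6 in SFRP2/DPP4 fibroblasts (mean ± SD, n = 10 pairs, log2 fold change −0.93, SE 0.19), lower in 8 of 10 tofacitinib participants. IFITM3, of the same family, had 1628 and 1294 CPM (−0.34, SE 0.10, 9 of 10 lower), and IFI35, an interferon-induced leucine zipper gene (chr17:43006725–43014456), had 57.8 and 46.3 (−0.38, SE 0.11, 8 of 10). For OAS1, an RNA sensor, the fold was −0.63 (SE 0.22), for the antiviral GTPase gene MX1 −0.71 (SE 0.24) and for the interferon receptor gene IFNAR2 −0.19. These folds did not pass edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted: IFITM1 p = 0.106, IFI35 0.377, IFITM3 0.380, MX1 0.614, OAS1 0.645. On placebo the fold of IFITM1 was −0.62 and of IFITM3 0.10.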

To determine the effect of tofacitinib on SFRP2/DDP4 fibroblasts, we examined the changes in cytokine signature burden; among the cytokines we examined, only the signature of IFNG was significantly (*P* ≤ 0.01) downregulated in the treatment group at week 6 (Figure 3C).

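In SFRP2/DPP4 fibroblasts of tofacitinib participants the interferon-γ response score (mean log2 CPM of the list) was −0.34 ± 0.34 at week 6 relative to baseline (mean ± SD, n = 10), lower in 8 of 10. The type I interferon score was −0.32 ± 0.54, lower in 9 of 10, and the TNF/NF-kB score −0.22 ± 0.36, lower in 6 of 10. Placebo scores were −0.12 for interferon-γ and −0.21 for type I interferon (n = 5). Exact two-sided sign-flip p values on tofacitinib were 0.0117, 0.0918 and 0.0859. Over the 56 scores tested none had a Benjamini-Hochberg adjusted p under 0.05 (0.0820 for interferon-γ here), and the arms were not shown to differ (exact permutation p = 0.270 and 0.688 for the interferon scores). The IL-17/IL-36 score was −0.15 (p = 0.506) and the STAT3 score −0.08 (p = 0.299).

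**Figure D2:**
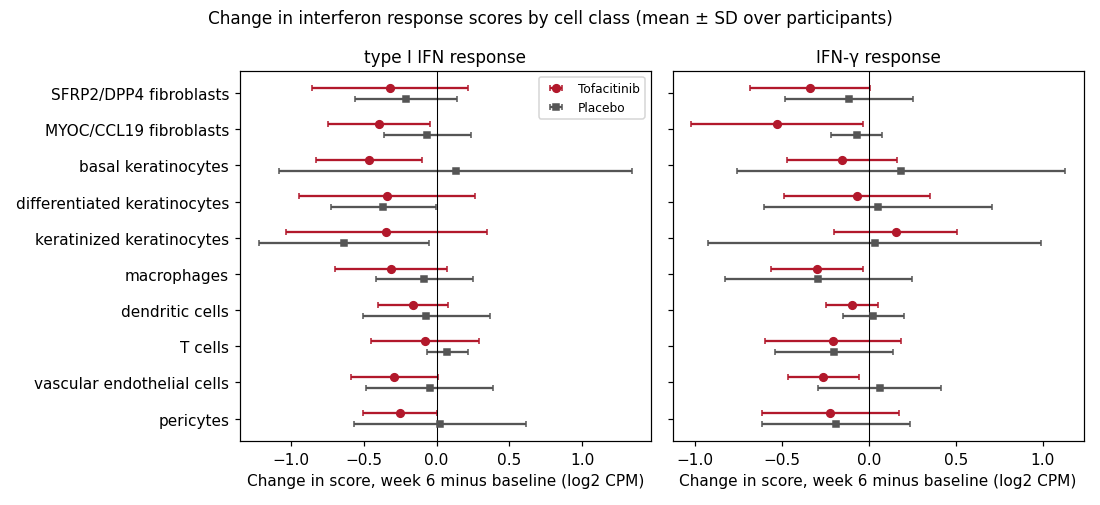
Change in type I interferon and interferon-γ response scores from baseline to week 6 in 10 cell classes, mean ± SD over tofacitinib (up to 10) and placebo (up to 5) participants.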

To look more broadly at the effect of tofacitinib on SFRP2/DPP4 fibroblast gene expression, we hierarchically clustered the difference between week 6 and baseline gene expression and detected a cluster of downregulated genes that included STAT1 (Figure 3D). 

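SERPING1, the complement C1 inhibitor gene, had 768 ± 206 CPM at baseline and 638.5 ± 191 at week 6 of tofacitinib in SFRP2/DPP4 fibroblasts (mean ± SD, n = 10, log2 fold change −0.28, SE 0.09), lower in 10 of 10 participants. LAP3, an aminopeptidase gene, had 59.4 and 44.2 CPM (−0.39, SE 0.12), and TAP2, a peptide transporter gene of antigen presentation, had 16.8 and 12.3 (−0.49, SE 0.17), each lower in 9 of 10. No gene of these 3 passed edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (LAP3 p = 0.407, SERPING1 0.583, TAP2 0.672).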

Remarkably, expression of 18/30 genes in this cluster correlated with baseline mRSS (Supplemental Table 7), and this cluster showed 8 genes in the Gene Ontology (GO) term (19, 20) cellular response to type I IFN, of which 5 were not detected in the IPA (XAF1, IFI6, OAS3, STAT1, and ISG15). 

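Among type I interferon genes in SFRP2/DPP4 fibroblasts, OAS3, an RNA sensor of virus infection, had a log2 fold change of −0.88 (SE 0.28, lower in 7 of 10 participants). XAF1, a promoter of cell death, had −0.38 (SE 0.15, 7 of 10), ISG15, a ubiquitin-like modifier (chr1:1001138–1014540), had 197 CPM at baseline and 150.0 at week 6 (−0.56, SE 0.28, 7 of 10), and IFI6, a mitochondrial survival gene, had 338 and 272 (−0.26, SE 0.16, 7 of 10). IFI44L, another interferon-induced gene, had −0.64 (SE 0.25). In edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted, no gene of these passed (OAS3 p = 0.561, IFI44L 0.788, XAF1 0.852, ISG15 0.985). The paper reasons that a shared fall of these genes shows reduced type I interferon signaling in these fibroblasts. The 25 genes named in its text and figures for this class, again not independent evidence, had 24 tested and 19 below 0, with 10 lower and 1 higher over the list alone (limma's fry, adjusted two-sided p = 0.0340).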

Finally, to examine possible more subtle relationships between tofacitinib treatment and gene expression, we hierarchically clustered SFRP2/DPP4 gene expression and samples by changes in the mRSS at 6 or 24 weeks (Supplemental Figure 7). Examining the genes most closely associated with the mRSS change at 24 weeks, revealed leucine rich repeat containing G protein-coupled receptor 5 (LGR5), a marker gene of SSc fibroblasts (21), IL-6; and PDGFRA (22, 23), implicated in SSc pathogenesis. LGR5 has recently been implicated as a marker gene. Examining the genes most closely associated with the mRSS change at week 6 did not reveal any pathways.

### Tofacitinib inhibits IFN-regulated gene expression by SSc MYOC/CCL19 fibroblasts.

We next examined pathways downregulated after tofacitinib treatment, by IPA of MYOC/CCL19 fibroblasts, finding that tofacitinib regulated the interferon and role of JAK1 and JAK3 in cytokine signaling pathways, as well as multiple other pathways, including the protein ubiquitination pathway (Figure 4A). 

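In MYOC/CCL19 fibroblasts ISG15 had 132 ± 72.3 CPM at baseline and 71.4 ± 66.9 at week 6 of tofacitinib (mean ± SD, n = 10, log2 fold change −1.09, SE 0.27), lower in 10 of 10 participants. IFI44L had 45.8 and 28.3 CPM (−0.81, SE 0.21, 9 of 10), OAS3 had 10.5 and 3.14 (−1.40, SE 0.37, 9 of 10) and IFI35 had 74.1 and 52.5 (−0.48, SE 0.12, 9 of 10). None passed edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (p = 0.278 for ISG15 and IFI35, 0.342 for IFI44L, 0.345 for OAS3). SCGB2A2, a sweat gland secretoglobin gene, alone rose, from 3.22 ± 4.63 to 19.8 ± 19.2 CPM (2.60, SE 0.43, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0283), higher in 7 and lower in 2 of 10. It was the only gene past 0.05 of 9128 tested, with 358 at an unadjusted p under 0.05 (fewer than chance gives). On tofacitinib 0 genes passed on the tofacitinib libraries alone, 0 without the participant block and 0 with limma on mean log-normalized expression. With DESeq2 4 passed and with the highest Scrublet scores removed 2, and leaving out 1 participant at a time gave 0 to 6. Sweat gland secretory cells made up 1.12% of cells at baseline and 2.06% at week 6. On placebo 0 genes passed in these cells with edgeR and 0 with DESeq2 (352 unadjusted).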

Eight genes in the interferon and JAK1/3 pathway decreased after tofacitinib treatment, including STAT1, STAT5B, and JAK2 (Figure 4B). 

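JAK2, a kinase of cytokine and interferon-γ receptors (chr9:4984390–5128183), had 8.92 ± 4.00 CPM at baseline and 5.62 ± 2.79 at week 6 in MYOC/CCL19 fibroblasts (mean ± SD, −0.71, SE 0.30), lower in 8 of 10 tofacitinib participants. STAT5B, a transcription factor of growth hormone and IL-2 signals, had 12.2 and 8.92 (−0.31, SE 0.21, 6 of 10). IL15RA, the IL-15 receptor chain, was lower in 10 of 10 (−0.41, SE 0.13). With edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p values of 0.816 (IL15RA) and 1.00 (JAK2), neither passed. Folds of the signal adaptor gene GRB2 (−0.29), the immunoproteasome gene PSMB8 (−0.22) and IFNAR2 (0.01) were smaller. The 14 genes the paper names for these cells had 13 below 0 and fell together (mean −0.56, limma's fry, adjusted two-sided p = 0.00232), with 9 lower over the list alone, 0 over all genes and the difference between arms at −0.57 (fry, adjusted p = 0.0183). Chosen on these samples, they are not independent evidence.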

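The interferon-γ response score of MYOC/CCL19 fibroblasts was −0.53 ± 0.49 at week 6 relative to baseline on tofacitinib (mean ± SD, n = 10, lower in 8), and the type I interferon score −0.39 ± 0.35 (lower in 9). The TNF/NF-kB score was −0.38 ± 0.34 (lower in 9). On placebo (n = 5) the interferon scores were −0.07 and −0.06. Exact two-sided sign-flip p values on tofacitinib were 0.0137, 0.00391 and 0.0156 in that order, with Benjamini-Hochberg adjusted values of 0.0851, 0.0729 and 0.0875 over 56 scores. The arms were not shown to differ (exact permutation p = 0.0683 for interferon-γ and 0.0932 for type I interferon). Tested gene by gene as lists, interferon-γ response (29 of 29 below 0, mean −0.63, 12 lower over the list alone), type I interferon response (44 of 46, −0.45, 13 lower) and MHC class I genes (14 of 16, −0.25, 4 lower) fell (limma's fry, adjusted two-sided p = 0.0121, 0.0241 and 0.0309). The change of these lists was not shown to differ between arms. The paper concludes that tofacitinib lowered interferon signatures in these cells and that placebo did not.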

When we investigated the changes of different cytokine signatures in the placebo and treatment groups at week 6, our results highlighted that the signatures of IFNA and IFNG were the most downregulated (*P* < 0.05); such an observation was absent in the placebo group (Figure 4C).

To look more broadly at the effect of tofacitinib on MYOC/CCL19 fibroblast gene expression, we hierarchically clustered the difference between week 6 and baseline gene expression (Figure 4D). 

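UBD, a ubiquitin-like gene induced by interferon-γ and TNF, had 31.5 CPM at baseline and 13.7 at week 6 of tofacitinib in MYOC/CCL19 fibroblasts (log2 fold change −1.14, SE 0.33), lower in 9 of 10 participants. SLC39A8, a zinc importer, had −0.76 (SE 0.18, 9 of 10), and TYMP (−0.40) and PPA1 (−0.38), genes of thymidine and pyrophosphate breakdown, were lower in 10 of 10. Neither UBD nor SLC39A8 passed edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p = 0.470 and 0.214). The paper's JAK2 cluster had all 34 tested genes of 35 below 0 (mean −0.48) and 17 lower over the list alone, 0 over all genes, and fell as a set (limma's fry, adjusted two-sided p = 0.00247). It is not independent evidence, since the cluster was drawn from these samples.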

Examining downregulated genes that clustered with STAT1 and JAK2 did not reveal a significant GO pathway. However, podoplanin, a marker for the early transition of SSc fibroblasts (24), and IL-32, a cytokine induced by IFNs (25, 26), were included in this cluster. These and most of the other genes in this cluster correlated highly with the mRSS (Supplemental Table 7). 

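PDPN, which codes for podoplanin, had 33.1 CPM at baseline and 22.3 at week 6 in MYOC/CCL19 fibroblasts (log2 fold change −0.48, SE 0.22), lower in 6 of 10 tofacitinib participants. IL32, a cytokine gene induced by interferons (chr16:3065297–3082192), had 128 ± 99.4 and 69.2 ± 50.9 CPM (mean ± SD, −0.77, SE 0.21), lower in 9 of 10, against a placebo fold of 0.37. Neither passed edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (PDPN p = 1.00, IL32 0.355). For IL32 the difference between arms had an unadjusted p of 0.00441.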

Finally, to examine possible more subtle relationships between tofacitinib treatment and gene expression, we hierarchically clustered MYOC/CCL19 gene expression and samples by changes in the mRSS at 6 or 24 weeks (Supplemental Figure 8). Examining the genes most closely associated with the mRSS change at 24 weeks revealed IFN-regulated genes. Examining the genes most closely associated with the mRSS change at week 6 did not reveal any pathways.

### Tofacitinib inhibits inflammatory responses in SSc epidermis.

To determine the effect of tofacitinib on SSc epidermal cells, we examined the changes in cytokine signature burden in keratinocyte subpopulations. 

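Basal keratinocytes numbered 2839 at baseline and 2117 at week 6 in the tofacitinib arm, differentiated keratinocytes 2691 and 2575, and keratinized keratinocytes 521 and 404, so that only 8 tofacitinib and 3 placebo pairs of keratinized cells could be tested. The 3 classes held 18129 cells in all arms. KRT6/S100A8 keratinocytes, an activated type outside these classes, made up 6.35% of cells at baseline and 2.71% at week 6 (exact two-sided sign-flip p = 0.0547, n = 10 pairs).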

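CCL2, a chemokine gene that draws monocytes (chr17:34255218–34257203), fell in basal keratinocytes of tofacitinib participants from 1149 ± 1072 to 486 ± 422 CPM (mean ± SD, n = 10, log2 fold change −1.12, SE 0.20), lower in 9 of 10. IFI6 (chr1:27666061–27672218) fell from 46.0 ± 73.2 to 12.9 ± 17.8 CPM (−1.54, SE 0.29, 8 of 10 lower) and MX1 (chr21:41420304–41459214) from 13.9 ± 17.1 to 6.55 ± 8.01 (−1.44, SE 0.29, 8 of 10). S100A9, an alarmin of inflamed epidermis (chr1:153357854–153361027), fell from 62.1 ± 115 to 22.3 ± 49.7 CPM (−1.63, SE 0.30, 9 of 10), as did C6orf99, a gene of unknown function (−1.62, SE 0.29). CTGF, a matrix gene induced by TGF-β (chr6:131948176–131951373), rose from 9.84 ± 3.67 to 29.1 ± 19.3 CPM (1.41, SE 0.28, 9 of 10 higher). Adjusted p was 0.0230 for CCL2 and C6orf99, 0.0242 for S100A9, 0.0307 for IFI6 and 0.0436 for MX1 and CTGF (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). These 6 were the genes past 0.05 of 9874 tested, with 801 at an unadjusted p under 0.05. On placebo 1 gene passed with edgeR (1020 unadjusted), 47 with DESeq2, 31 at Leiden resolution 1 and 0 without the participant block. Placebo folds were 0.45 for CCL2 and −0.49 for IFI6, and the difference between arms passed for 0 genes with edgeR (531 unadjusted) and 44 with DESeq2. The score of 6 matrix genes of fibroblasts was 0.82 in basal keratinocytes at the same time (9 of 10 higher, exact two-sided sign-flip p = 0.00586, adjusted 0.140). On tofacitinib 0 genes passed without the participant block and 0 with limma on mean log-normalized expression, 10 passed with at least 30 cells per library, and leaving out 1 participant at a time gave 0 to 11.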

A total of 17,736 keratinocytes were analyzed and subclustered into basal (KRT14), differentiated (KRT10), and keratinized (FLG) keratinocytes. For each cell, the cytokine signature response was calculated (i.e., type I and type II IFNs). 

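Type I interferon response genes fell as a list in basal keratinocytes (36 of 39 tested below 0, mean −0.63, 2 lower over all genes and 20 over the list alone), with limma's fry at an adjusted two-sided p of 0.0241, though adjusted p = 0.0532 with an estimated correlation. In differentiated keratinocytes 30 of 36 type I genes lay below 0, with 7 lower and 1 higher over the list alone (fry, p = 0.0697), and MHC class I and immunoproteasome genes fell (16 of 16 below 0, mean −0.32, 10 lower over the list alone, fry, p = 0.00105). For neither list was the change in basal or differentiated keratinocytes shown to differ between arms. Keratinized keratinocytes had 12 of 14 type I genes below 0 (fry, p = 0.320). There LCE1E, a gene of the cornified envelope, fell from 622 ± 976 to 0.282 ± 0.798 CPM (mean ± SD, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.39e-05) together with LCE1A and LCE1F (p = 0.0460 and 0.0230), but each was lower in only 3 and higher in 2 of 8 pairs. Of this class's 1399 cells, 33 formed the only cluster with LCE1E among its leading genes, 45.5% of them from 1 library, and with DESeq2 LCE1E did not pass. For this class the test recovered 37.5% of simulated 2-fold changes in the tofacitinib comparison.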

The differences between week 6 and baseline gene expression were calculated for each cytokine signature response in both placebo and tofacitinib groups in each layer of the epidermis; basal, differentiated/spinous, and keratinized/granular layer (Figure 5, A–C). The most robust changes in inflammatory responses were seen in the basal layer and most prominently in the keratinized layer of the epidermis with prominent decrease in both type I and type II IFN responses in the tofacitinib group but not in the placebo (Figure 5D). To confirm these observations, we stratified on genes that were significantly downregulated at week 6 in the tofacitinib group but showed no changes in the placebo group. This approach showed significant enrichment for IFN signaling pathway in all 3 epidermal compartments and revealed changes related to antigen processing and presentation and in keratinocyte proliferation (basal layer) (Figure 5D).

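In basal keratinocytes the type I interferon score was −0.46 ± 0.36 at week 6 relative to baseline on tofacitinib (mean ± SD, n = 10, lower in 9). Differentiated keratinocytes had −0.34 ± 0.60 (lower in 7 of 10) and keratinized keratinocytes −0.34 ± 0.69 (lower in 6 of 8). Exact two-sided sign-flip p values were 0.00391, 0.0938 and 0.195. Interferon-γ response scores were −0.15 ± 0.32, −0.07 and 0.15 in the same order (p = 0.168, 0.611 and 0.258). Differences between the keratinocyte layers were not tested.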

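Placebo participants had type I interferon scores of 0.13 ± 1.21 relative to baseline in basal (mean ± SD, n = 5, lower in 4 of 5, the highest value 2.27 and the others −0.63 to −0.09), −0.37 in differentiated (n = 5) and −0.64 ± 0.58 in keratinized keratinocytes (n = 3). Keratinized cells were lower in 3 of 3, where the exact two-sided sign-flip p of 0.25 is the smallest possible. None of the arm differences passed (exact permutation p = 0.157, 0.943 and 0.533).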

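SPON2, a secreted matrix gene, rose in differentiated keratinocytes of tofacitinib participants from 10.3 ± 8.04 to 20.9 ± 10.3 CPM (mean ± SD, n = 10, log2 fold change 1.06, SE 0.17), higher in 10 of 10. LARGE2, a glycosyltransferase gene, rose from 5.15 ± 1.54 to 12.9 ± 7.52 CPM (1.09, SE 0.21), COL1A1, the main dermal collagen gene (chr17:50183289–50201632), from 11.7 ± 7.21 to 29.2 ± 14.5 (1.18, SE 0.22), and IGFBP5, a growth factor binding gene, from 4.46 to 11.8 (1.29). The deubiquitinase gene OTUD1 (1.11), the matrix gene SPARCL1 (1.52) and the fatty acid receptor gene CD36 (2.16) also rose, and the histone gene HIST1H2BJ fell from 9.82 to 2.93 CPM (−1.87, SE 0.33). Adjusted p was 0.0185 for SPON2, 0.0330 for HIST1H2BJ and 0.0385 for the others (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), the 8 genes past 0.05 of 10309 tested (1017 unadjusted). In placebo participants 0 passed with edgeR and 1 with DESeq2 (421 unadjusted). Lists of TGF-β response (14 of 16 above 0, mean 0.55) and myofibroblast genes (mean 0.90) rose (limma's fry, adjusted two-sided p = 0.0205 and 0.0214), though adjusted p = 0.0532 and 0.0896 with an estimated correlation, and 4 and 3 genes were higher over the list alone. Matrix genes of fibroblasts (COL1A1, COL1A2, COL3A1, DCN, LUM, SPARC) were higher for 6 of 6 over the list alone (mean 0.92, fry, p = 0.0785), and 50 other genes of fibroblasts had a median of 0.66, with 49 above 0. The higher COL1A1 may therefore come from free fibroblast RNA in the droplets. Whether the same holds for the other genes and for the TGF-β and myofibroblast lists was not tested. On tofacitinib 0 genes passed at Leiden resolution 1 and with limma on mean log-normalized expression, 1 without the participant block, 2 with at least 30 cells per library, 3 at a mitochondrial share of at most 10% and 54 on the tofacitinib libraries alone. Leaving out 1 participant at a time gave 0 to 22.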

### Gene expression in macrophages indicate tofacitinib inhibition of STAT3.

Examining SSc macrophage cell gene expression at baseline correlating with mRSS showed altered metabolic pathways: oxidative phosphorylation, mitochondrial dysfunction, sirtuin, and protein ubiquitination pathways; and showed dysregulated immune pathways: interferon, phagosome formation and maturation, Fcγ receptor-mediated phagocytosis in macrophages and monocytes, IL-8, TGF-β signaling, Th1, Th2, and Th17 pathways (Supplemental Figure 9A). The IFN pathway was characterized by positive correlations of BAX, IFI6, IFITM1, IFITM2, IFITM3, IRF1, IRF9, ISG15, MED14, MX1, and STAT1 with the mRSS. JAK/STAT signaling pathways were not found in the pathways correlating with the mRSS, but baseline macrophage expression of STAT1 and JAK3 correlated with the mRSS (Table 1). The oxidative phosphorylation, mitochondrial dysfunction, and glycolysis I pathways correlated strongly with the mRSS, suggesting metabolic reprogramming in the macrophage populations, which is consistent with a shift to an M2-like phenotype (27).

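LAP3, an aminopeptidase gene induced by interferon-γ, had 169 CPM at baseline and 77.7 at week 6 of tofacitinib in macrophages (log2 fold change −1.01, SE 0.21), lower in 9 of 10 participants. FCGR1A, the high-affinity IgG receptor gene, had 134 and 50.8 CPM (−1.29, SE 0.29, 8 of 10 lower). Neither passed edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (LAP3 p = 0.25, FCGR1A 0.295). Among 2793 genes tested in macrophages 0 passed with edgeR and 0 with DESeq2, against 172 at an unadjusted p under 0.05, with a median of 155045 UMIs per summed library. The placebo arm (4 pairs) had 0 and 0, with 85 unadjusted.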

Changes in gene expression after tofacitinib in macrophages indicated multiple pathways associated with JAK/STAT activation, similar to those seen as correlating with the mRSS at baseline (Table 1). However, STAT3, but not STAT1, JAK1, or JAK3, was downregulated in macrophages after tofacitinib treatment (Supplemental Figure 9B). 

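STAT3, the transcription factor of IL-6 family signals (chr17:42313324–42388568), had 87.4 ± 27.7 CPM at baseline and 67.6 ± 21.9 at week 6 of tofacitinib in macrophages (mean ± SD, n = 10, log2 fold change −0.43, SE 0.21), lower in 8 of 10 participants. JAK1, a kinase upstream of it, had a fold of 0.03 (SE 0.21), ARID5A, which stabilizes STAT3 mRNA, had 97.8 and 83.3 CPM (−0.18, SE 0.18, 5 of 10 lower) and the proteasome gene PSMB5 had 56.4 and 47.8 (−0.18, SE 0.24, 7 of 10). All missed the threshold in edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (STAT3 p = 0.806, ARID5A 0.952, PSMB5 0.983). JAK3, with 8 UMIs at baseline and 6 at week 6 in all, and CD274, the PD-L1 gene, with 40 and 30, were too low to test.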

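The STAT3 response score of macrophages was −0.09 ± 0.14 at week 6 relative to baseline on tofacitinib (mean ± SD, n = 10, lower in 7, exact two-sided sign-flip p = 0.0742), and 0 genes of the STAT3 response list were past 0.05 over all genes. As a list fixed in advance, STAT3 response genes did not pass (limma's fry, adjusted two-sided p = 0.154). Of the 23 genes in the paper's STAT3 cluster 7 were tested, all below 0 (mean −0.47), with 2 lower over the list alone and 0 over all genes (fry, p = 0.00247). The 17 genes named in its text had 11 tested and 9 below 0 (mean −0.24), 0 lower over the list alone (fry, p = 0.0319, and adjusted p = 0.0622 with an estimated correlation). Neither set, drawn from these samples, is independent evidence. The paper reasons from the joint fall of STAT3 and its targets and proposes that tofacitinib acts on skin macrophages through STAT3.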

Further, none of the IFN-regulated genes upregulated in baseline macrophages were reduced after tofacitinib. However, clustering changes in gene expression comparing tofacitinib with baseline gene expression showed coregulation of STAT3 with PSMB5 (28), ARID5A (29), and CD274 (programmed cell death ligand 1, PD-L1) (30, 31), which are known downstream targets of STAT3 (Supplemental Figure 9B), suggesting that tofacitinib regulates the macrophage phenotype in skin through STAT3, but not by affecting genes dysregulated in SSc macrophages. 

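IFITM3 in macrophages had 567 CPM at baseline and 449 at week 6 of tofacitinib (log2 fold change −0.37, SE 0.15, 10 of 10 participants lower), IFITM2 −0.36 (8 of 10 lower) and IFI6 99.98 and 154 (0.56, SE 0.36, 8 of 10 higher). None passed edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (IFITM3 p = 0.709, IFITM2 0.822, IFI6 0.873). Macrophage scores at week 6 relative to baseline were −0.31 ± 0.38 (mean ± SD) for type I interferon (lower in 8) and −0.30 ± 0.27 for interferon-γ (lower in 9, exact two-sided sign-flip p = 0.0371 and 0.00977, Benjamini-Hochberg adjusted 0.137 and 0.0820). Placebo macrophages had −0.08 and −0.29, and the arms were not shown to differ (exact permutation p = 0.318 and 0.970).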

Upregulated macrophage expression of PD-L1 in SSc skin is likely to have profound effects on SSc skin T cells.

To examine possible more subtle relationships between tofacitinib treatment and gene expression, we hierarchically clustered macrophage gene expression and samples by changes in the mRSS at 6 or 24 weeks (Supplemental Figure 10). Examining the genes most closely associated with the mRSS change at 6 and 24 weeks by GO did not reveal any pathways.

### Gene expression in DCs indicates tofacitinib inhibition of STAT3.

IPA of DC gene expression correlating with baseline mRSS strongly implicated dysregulation of metabolic signaling: oxidative phosphorylation, mitochondrial dysfunction, protein ubiquitination and senescence pathways; JAK/STAT signaling: interferon and STAT3 pathways; and immune functions: antigen presentation, NK signaling, crosstalk between DC and NK, IL-8, and IL-1 signaling were the immune pathways generally showing mixed patterns of regulation (Supplemental Figure 4 and Supplemental Table 5).

Comparing DC gene expression changes after tofacitinib by IPA revealed STAT1 and STAT3 changes in the JAK/STAT/IFN signaling pathways (Supplemental Table 6). However, genes associated with the baseline SSc DC IFN pathway were not downregulated, and genes clustering with STAT1 and STAT3 did not implicate IFN or other signaling pathways. Despite this, genes clustering had STAT3-associated functions — HTRA2, implicated in regulating STAT3 (32), and ADAR regulating editing and splicing of STAT3 (33) — suggesting that STAT3 activity was downregulated in DCs by tofacitinib (Supplemental Figure 4D). 

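In dendritic cells STAT3 had 79.1 ± 25.7 CPM at baseline and 56.9 ± 13.1 at week 6 of tofacitinib (mean ± SD, n = 10, log2 fold change −0.38, SE 0.17), lower in 8 of 10 participants. ESYT2, a lipid transfer gene at membrane contacts (−0.52), and DCUN1D5, a gene of protein neddylation (−0.69), were lower in 10 of 10. None passed edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (ESYT2 p = 0.502, DCUN1D5 0.571, STAT3 0.725). Among 3706 genes tested 0 passed with edgeR and 0 with DESeq2 (256 at an unadjusted p under 0.05), and likewise 0 and 0 on placebo (172 unadjusted).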

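Interferon response scores of dendritic cells at week 6 of tofacitinib relative to baseline were −0.16 ± 0.24 for type I interferon (mean ± SD, n = 10, lower in 8) and −0.10 ± 0.15 for interferon-γ (lower in 7), with exact two-sided sign-flip p values of 0.0664 and 0.0859. Type I response genes lay below 0 for 14 of 22 tested (limma's fry, adjusted two-sided p = 0.232). The paper's STAT3 cluster had 9 of 16 genes tested, all below 0 (mean −0.31), with 0 lower over the list alone or over all genes (fry, p = 0.0405, and adjusted p = 0.0863 with an estimated correlation). Chosen on these samples, it is not independent evidence.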

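ADAR, an RNA editing gene, had 35.6 CPM at baseline and 30.5 at week 6 of tofacitinib in dendritic cells (log2 fold change −0.16, SE 0.27, lower in 6 of 10 participants). HTRA2, a mitochondrial protease gene, was too low to test, with 45 UMIs at baseline and 35 at week 6 in all. ADAR did not pass edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (p = 0.961). The STAT3 response score of dendritic cells was 0.01 (exact two-sided sign-flip p = 0.889).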

NK cell signaling and protein ubiquitination were the only other pathways both correlating with the baseline mRSS and changing after tofacitinib treatment. Relatively few genes were common to both lists, HSPA4 and PSMB8, making it unclear whether these pathways were being affected.

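HSPA4, a chaperone gene, had 38.1 CPM at baseline and 24.8 at week 6 of tofacitinib in dendritic cells (log2 fold change −0.50, SE 0.28, lower in 7 of 10 participants), and PSMB8, a subunit of the immunoproteasome, had 99.5 and 84.3 (−0.26, SE 0.17, 6 of 10). Both missed the threshold in edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (HSPA4 p = 0.788, PSMB8 0.838). Of the 6 genes the paper names for these cells 5 were tested, all below 0 (mean −0.52), with 1 lower over the list alone and 0 over all genes (limma's fry, adjusted two-sided p = 0.00878), not independent evidence since the study chose them here.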

To examine possible more subtle relationships between tofacitinib treatment and gene expression, we hierarchically clustered DC gene expression and samples by changes in the mRSS at 6 or 24 weeks (Supplemental Figure 11). Examining the genes most closely associated with mRSS change at 6 and 24 weeks by GO did not reveal any pathways.

### T cells markers indicate senescence and exhaustion not reversed by tofacitinib.

Examining baseline SSc T cell expression correlating with mRSS showed senescence, interferon, protein ubiquitin, T cell exhaustion, CTLA4 signaling, JAK/Stat, oxidative phosphorylation, mitochondrial dysfunction, and Th1 and Th2 activation pathways. 

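T cells numbered 777 at baseline and 615 at week 6 in the tofacitinib arm, 4.10% and 2.89% of cells (exact two-sided sign-flip p = 0.234, n = 10 pairs). STAT3 had 250.1 CPM at baseline and 208 at week 6 (log2 fold change −0.30, SE 0.16, lower in 8 of 10), ISG15 had 394 and 374 (−0.07, SE 0.16) and FOXP1, a gene of T cell quiescence, had 132 and 155 (0.18). STAT3 did not pass edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (p = 0.848). Of 2418 genes tested 0 passed with edgeR and 1 with DESeq2 (136 at an unadjusted p under 0.05, against 120.9 expected by chance), with a median of 162336.5 UMIs per summed library. On placebo 0 passed with edgeR and 0 with DESeq2 (124 unadjusted).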

The IFN pathway showed positive correlations of BAX, IFI6, IFI35, IFITM1, IFITM2, IFNG, IRF1, ISG15, and STAT1 expression with the mRSS, as did STAT3, but these genes were not inhibited after tofacitinib treatment. Baseline T cell expression showed both senescence and exhaustion pathways as closely related processes (34). Notably, T cell expression of CDKN2A, EOMES, a transcription factor contributing to T cell exhaustion (35, 36), FOXP1, a transcription factor linked to T cell suppression (37), and LAG3, a checkpoint inhibitor (38), correlated with the mRSS. Of these genes, only expression of CDKN2A changed substantially after tofacitinib, downregulated in T cells from 8 of 10 participants after tofacitinib treatment. 

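IFNG, the gene of interferon-γ (chr12:68154768–68159747), had 105 ± 58.2 CPM at baseline and 171 ± 163 at week 6 of tofacitinib in T cells (mean ± SD, log2 fold change 0.52, SE 0.33), higher in 5 and lower in 5 of 10 participants and not past edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (p = 0.885). The checkpoint gene LAG3 (44 UMIs at baseline and 39 at week 6 in all) and the effector regulator gene EOMES (9 and 13) were too low to test. Folds of interferon response genes were −0.22 for IFITM1, −0.14 for IFITM2, 0.14 for IFI6 and 0.30 for IRF1, with 0 of the paper's named genes past 0.05 over all genes or over the list alone (9 of 14 tested, limma's fry, adjusted two-sided p = 0.707). T cell scores were −0.08 ± 0.37 for type I interferon (exact two-sided sign-flip p = 0.500) and −0.21 ± 0.39 for interferon-γ (p = 0.107). T cell exhaustion genes (fry, p = 0.618) and effector genes (8 of 15 tested, fry, p = 0.320) did not pass.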

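In T cells CDKN2A had 64 UMIs at baseline and 26 at week 6 of tofacitinib in all, present in 9 of 10 libraries at each visit, and was lower in 7 and higher in 3 of 10 participants. This cell cycle inhibitor and senescence gene was too low for the test across all genes. The list of senescence regulators did not pass in T cells (limma's fry, adjusted two-sided p = 0.110).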

Although expression of the Th1 inflammatory cytokine, IFNG, correlated with baseline mRSS, its expression did not change significantly after tofacitinib.

To examine possible more subtle relationships between tofacitinib treatment and gene expression, we hierarchically clustered T cell gene expression and samples by changes in the mRSS at 6 or 24 weeks (Supplemental Figure 12). Examining the genes most closely associated with the mRSS change at 6 and 24 weeks by GO did not reveal any pathways.

### Increased expression of JAK/STAT/IFN-regulated, senescent, and oxidative phosphorylation pathways in endothelial cells unaffected by tofacitinib.

Examining SSc endothelial cell expression correlating with the mRSS showed oxidative phosphorylation, senescence, JAK/Stat, protein ubiquitin, and IFN signaling, with most of the other pathways showing mixed responses. The IFN pathway was characterized by positive correlations of BAK1, BAX, IFI6, IFI35, IFITM1, IFITM2, IFITM3, ISG15, MED14, STAT1, STAT2, and TYK2 with the mRSS. The oxidative phosphorylation pathway stood out, with 43 of 45 genes correlating strongly positively with the mRSS. Enhanced fatty acid oxidation profoundly changes endothelial phenotype, enabling vascular sprouting and endothelial cell proliferation (39). The senescence pathway was mixed with key senescence regulator TP53 increasing, but CDKN1A deceasing, with the mRSS. Despite strong correlations of endothelial cell expression of STAT1, STAT2, and TYK2 with the mRSS, none of the genes in the IFN, JAK/Stat, STAT3, oxidative phosphorylation, or other pathways correlating with the mRSS showed consistent change in gene expression after tofacitinib (not shown).

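FOS, an immediate early transcription factor gene (chr14:75278774–75282230), rose in vascular endothelial cells of tofacitinib participants from 695 ± 165 to 1110 ± 226 CPM (log2 fold change 0.68, SE 0.11), higher in 10 of 10, against 0.14 on placebo. FCN3, a lectin gene of the complement pathway (chr1:27369112–27374824), fell from 14.6 ± 13.7 to 4.58 ± 3.38 CPM (mean ± SD, n = 10, −1.62, SE 0.28, 8 of 10 lower), against 1.49 on placebo. ISG15 had 290 ± 166 and 230 ± 199 CPM (−0.52, SE 0.16, 8 of 10 lower) and IFI35 had 57.0 and 45.7 (−0.36, SE 0.12, 8 of 10), while STAT2 (−0.04), IFITM3 (−0.12) and the kinase gene TYK2 (0.00) had smaller folds. Adjusted p was 0.00864 for FOS, 0.0279 for FCN3, 0.347 for ISG15 and 0.386 for IFI35 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), with 2 genes past 0.05 of 9235 tested and 822 unadjusted. On tofacitinib 18 genes passed with DESeq2, 4 in cells with at least 1000 UMIs and 0 without the participant block. The count was 1 with limma on mean log-normalized expression, 1 at a mitochondrial share of at most 10% and 1 at Leiden resolution 1. Leaving out 1 participant at a time gave 0 to 7. With visits swapped within participants, 2 of 24 splits, the real one included, gave as many. On placebo 0 passed with edgeR and 0 with DESeq2 (482 unadjusted). Immediate early genes rose as a list (16 of 17 above 0, mean 0.31, 8 higher over the list alone, limma's fry, adjusted two-sided p = 0.0309, and adjusted p = 0.0532 with an estimated correlation). The interferon-γ score was −0.26 ± 0.20 (9 of 10 lower, exact two-sided sign-flip p = 0.00586) and the type I score −0.29 ± 0.30 (9 of 10, p = 0.0195), adjusted 0.0820 and 0.0994, with an unadjusted exact permutation p of 0.0296 for the arm difference in interferon-γ. That difference turned from −0.32 to 0.0968 as a median over the list and 0.0366 as a mean over cells. The 12 genes the paper names here, not independent evidence, had 11 below 0 (mean −0.18), 2 lower over the list alone and 0 over all genes (fry, p = 0.00247).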

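Oxidative phosphorylation genes in vascular endothelial cells, the subunits of the respiratory chain, had 36 of 54 below 0 at week 6 of tofacitinib (mean −0.03), and JAK and STAT genes had 8 of 10 below 0 (mean −0.08). Neither passed as a list, nor did STAT3 response genes or senescence regulators (limma's fry, adjusted two-sided p = 0.714, 0.199, 0.952 and 0.952). The STAT3 response score passed only as a mean over cells (0.0719, adjusted exact sign-flip p = 0.0273), with the sign opposite to that of the main score.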

Finally, baseline expression of pericyte genes correlating with the mRSS implicated a wide array of pathways. Many were mixed pathways and others similar to those seen in other cell types, but particularly relevant to tofacitinib: interferon, STAT3, JAK/Stat, role of JAK2 in hormone-like cytokine, and role of JAK1, and JAK2 and TYK2 in interferon signaling pathways. Both STAT1 and STAT2 and JAK3 correlated positively with the mRSS. However, none of these pathways or other pathways regulated by JAK/STAT were found to be regulated by tofacitinib. 

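In pericytes STAT2, a transcription factor of type I interferon signaling, had a log2 fold change of −0.31 at week 6 of tofacitinib. Of 8564 genes tested 0 passed with edgeR and 0 with DESeq2 (300 at an unadjusted p under 0.05), and 0 and 0 on placebo (345 unadjusted), where chance gives 428.2 unadjusted. The type I interferon score was −0.25 ± 0.25 (mean ± SD, n = 10, lower in 8, exact two-sided sign-flip p = 0.0117, adjusted 0.0820) and the interferon-γ score −0.22 ± 0.39 (lower in 8, p = 0.107). For type I interferon the placebo score was 0.02 (exact permutation p = 0.225 for the difference). The 10 genes the paper names here had 7 tested, 6 below 0 (mean −0.25) and 2 lower over the list alone, 0 over all genes (limma's fry, adjusted two-sided p = 0.0235), and are not independent evidence.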

Protein kinase A, protein ubiquitination, and senescence pathways were the only pathways identified in pericytes as correlating with the mRSS and inhibited by tofacitinib. In the senescence pathway, CDKN2A and TP53 both correlated strongly positively with the mRSS, but these key senescence genes were not changed after tofacitinib treatment. 

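PSME2, a proteasome activator gene induced by interferon-γ (chr14:24143362–24147570), had 112 ± 18.4 CPM at baseline and 90.3 ± 20.7 at week 6 of tofacitinib in pericytes (mean ± SD, log2 fold change −0.32, SE 0.12), lower in 10 of 10 participants. PSMB9, an immunoproteasome subunit, had 57.9 and 46.5 CPM (−0.29, SE 0.15, 8 of 10 lower) and PSMB10 a fold of −0.13. HSPA8, the constitutive HSP70 chaperone gene (chr11:123057489–123063230), had 1536 ± 426 and 1180 ± 383 CPM (−0.40, SE 0.13, 8 of 10 lower) and −0.33 on placebo, with an adjusted p of 1.00 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). UBD, with 34 UMIs at baseline and 22 at week 6 in all, was too low to test. Heat shock genes were lower for 12 of 17 over the list alone, and neither they (limma's fry, adjusted two-sided p = 0.117) nor proteasome genes (p = 0.781) passed as lists.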

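CDKN2A, the cell cycle inhibitor gene, had 10 UMIs at baseline and 16 at week 6 of tofacitinib in all in pericytes, too few to test. Senescence regulators did not pass as a list in pericytes (limma's fry, adjusted two-sided p = 0.448).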

A subset of ubiquitin pathway genes, HSPA8, PSMB9, PSMB10, PSME2, and UBD, correlated with baseline mRSS and changed consistently with tofacitinib.

### Tofacitinib affects gene expression in the first step of SSc fibroblast differentiation into myofibroblasts.

We have recently shown that the process of fibroblast differentiation into myofibroblasts involves 2 steps (14). In the first step, SFRP2-expressing fibroblasts upregulate COL1A1, THBS1, PRSS23, and TNC; in the second step, they upregulate additionally SFRP4, ADAM12, TNFSF18, CTGF, FNDC1, COL10A1, and MATN3 (Figure 6). To better understand the effect of tofacitinib on fibroblast differentiation, we examined baseline IFN-regulated gene expression in fibroblast subpopulations in each of these steps. IFN-regulated genes showed increased expression in all fibroblast subsets, including the first step in fibroblast differentiation into myofibroblasts, but were unchanged in the second step in differentiation to myofibroblasts (Figure 6A). However, tofacitinib did not inhibit expression of other marker genes previously associated with step one or step two in myofibroblast differentiation (COL1A1, PRSS23, THBS2, TNC, SFRP4, ADAM12, TNFSF18, FNDC1, CTGF, or MATN3) (Figure 6B).

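In SFRP2/DPP4 fibroblasts including myofibroblasts, COL1A1 had 18400 ± 5683 CPM at baseline and 24010 ± 8461 at week 6 of tofacitinib (mean ± SD, n = 10, log2 fold change 0.36, SE 0.12), higher in 8 of 10 participants. TNC, a matrix glycoprotein of scars (chr9:115019578–115118257), had 125 ± 138 and 82.2 ± 97.9 CPM (−0.58, SE 0.20, 7 of 10 lower), CTGF had 1072 and 802 (−0.39, SE 0.23, 7 of 10 lower) and the matrix gene THBS2 had 479 and 583 (0.20, 7 of 10 higher). The Wnt inhibitor gene SFRP4 had a fold of −0.47 (SE 0.39), the protease gene PRSS23 −0.20, THBS1 −0.07, WIF1 0.33, COL10A1 0.20, FNDC1 −0.12, MATN3 −0.13 and ADAM12 0.03, and TNFSF18 was too low to test (56 and 49 UMIs in all). None passed edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted (COL1A1 p = 0.600, TNC 0.614, THBS2 0.985). Placebo folds were 0.31 for COL1A1 and −0.45 for TNC. The myofibroblast score was −0.10 ± 0.68 (6 of 10 higher, exact two-sided sign-flip p = 0.660), and neither myofibroblast (1 higher and 1 lower over the list alone, limma's fry, adjusted two-sided p = 0.912) nor TGF-β response genes (p = 0.961) passed as lists.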

## Discussion

Drug development has been difficult in early SSc, partly due to heterogeneous disease course of skin and other organ involvement in early SSc, heterogeneity in molecular expression in the skin, and lack of in-depth work assessing the effect of pharmacologic targets on the pathobiology of SSc (40). In our current phase I/II trial, we show that tofacitinib was well tolerated in early SSc and trended toward improvement in efficacy outcomes. In addition, analysis of scRNA-Seq data presented here indicated that fibroblast and keratinocyte populations were the cell types most profoundly affected by tofacitinib, with minimal impact on T cells and endothelial cells.

Previous murine studies suggest that tofacitinib can affect fibrosis in murine skin by acting on lymphocytes (12). However, many studies have emphasized the importance of JAK/STAT signaling in fibroblasts. Fibroblast STATs are activated through a wide array of signals, including PDGF, IL-6, OSM, and IFNs, with IFN inducing STAT1 and STAT3 phosphorylation in rheumatoid synovial fibroblasts (41, 42). Amelioration of inflammatory arthritis by JAK inhibition may in part reflect effects on synovial fibroblasts. JAK3 is heavily phosphorylated in RA synovium and in synovial fibroblasts (10). Although TNF does not use a JAK/STAT signaling pathway, TNF induction of chemokine secretion was blocked by tofacitinib, a phenomenon attributed to an autocrine loop involving JAK/STAT-dependent type I IFN signaling critical to the TNF response (42). Tofacitinib also suppresses production of RANK ligand (critical for osteoclast activation in RA) by both T cells and synovial cells (43). The profibrotic effect of TGF-β, a critically important cytokine in SSc, was recently reported to occur in part through a JAK2-dependent pathway (44).

The importance of fibroblasts as mediators of fibrosis is well understood, but the role of fibroblast subsets in immune and fibrotic responses in rheumatic disease is emerging, particularly in recent scRNA-Seq studies of rheumatoid synovium and our studies of SSc skin and lungs (14, 45, 46). This scRNA-Seq approach enabled us to examine pathways disrupted in different SSc cell types, including subsets of fibroblasts, and to see which of these pathways were affected by tofacitinib.

IFN appears to be the main target of tofacitinib in SSc, both in keratinocytes and fibroblasts, including the 2 major subsets: SFRP2 fibroblasts, progenitors of myofibroblasts, and MYOC/CCL19 fibroblasts, which include adventitial fibroblasts. We have previously shown that patients with SSc show increased expression of IFN-regulated genes in PBMCs (47) and skin (15), the latter correlating with the mRSS. Other groups have confirmed these observations, making IFN and IFN-regulated genes an important target in SSc. The pattern of IFN gene expression, lacking CXCL9, which is highly regulated by IFN-γ in vitro (48), makes it more likely these genes are responding to type I IFNs, either IFN-β from fibroblasts or IFN-α possibly from plasmacytoid DCs upregulated in SSc skin (49). The genes in both fibroblast populations are coregulated with STAT1, a gene shown to autoregulate its expression, suggesting that tofacitinib is primarily blocking STAT1 in fibroblasts.

The contribution of keratinocytes to SSc pathogenesis is not fully clear, but studies have indicated that keratinocytes may promote fibroblast activation in a TGF-β–independent manner (50). Although the specific role of type I IFN in SSc epidermis is unknown, our data show that keratinocytes respond to the enriched IFN environment in SSc skin (51) and are sensitive markers of suppression of IFN signaling with tofacitinib.

In contrast to fibroblast populations, we found STAT3 was downregulated in myeloid cell populations. Like STAT1, STAT3 autoregulates its expression (51), implicating that tofacitinib inhibits STAT3 signaling in SSc myeloid cells. This is supported by genes coregulated with STAT3, genes known to be regulated by STAT3.

We observed many other pathways activated in SSc skin correlating with the mRSS at baseline but not affected by tofacitinib. These observations point to significant common features of SSc pathogenesis encompassing multiple cell types, such as increased protein ubiquitination (seen in all 8 cell types), oxidative phosphorylation (OxPhos), senescence, and IFN signaling (seen in 7 of 8 cell types). The changes in these pathways may well be linked even though the genes associated with each pathway are largely distinct. The ubiquitin and IFN pathways are linked through ISG15, a ubiquitin-like protein, and USP18, a deubiquitinating enzyme specific for ISG15, both upregulated in SFRP2/DPP4 and MYOC/CCL19 SSc fibroblast populations and downregulated in tofacitinib-treated SFRP2^+^ (but not CCL19^+^) fibroblasts (52). USP18 and ISG15 mRNA expression are upregulated through Jak1/Tyk and Stat1/Stat2 signaling. USP18 also regulates IFN signaling independently of ISG15.

Senescence contributes importantly to lung fibrosis (53) and is associated with mitochondrial dysfunction (54) but also with OxPhos (55). Senescent cells secrete proinflammatory and profibrotic molecules referred to as senescence-associated secretory phenotype (56–58). Altered cell metabolism associated with aging and cellular stress have been implicated in SSc pathogenesis (59, 60). SSc dermal fibroblasts show evidence indicative of cellular senescence (59). Metabolic reprogramming of fibroblasts also has been shown to be important in differentiation of lung myofibroblasts (61, 62). Glycolysis, fatty acid oxidation, and OxPhos are upregulated in alveolar macrophages from TGF-β and bleomycin murine fibrosis (63). Glycolysis appears to be the profibrotic metabolic pathway in both of these cell populations. Our data indicate that interconnected pathways linking senescence and OxPhos are acting across multiple cell types in SSc skin, promoting fibrosis.

The strengths of our study include in-depth scRNA-Seq in the skin tissue in a setting of a double-blind placebo-controlled trial providing insights into pathophysiology of SSc and mechanism of action of tofacitinib.

The limitations include the small sample size and lack of correction for multiple comparisons in the transcriptomic analysis.

In conclusion, we did not see effects of tofacitinib on genes associated with TGF-β or T cell signaling, but we did see an effect on IFN signaling. One of the potential reasons for the observed lack of impact of tofacitinib on immune pathways may be due to background immunosuppressive therapy. In view of the difficulty of finding effective treatment for SSc, combined therapies may be required to suppress altered SSc fibroblast differentiation. Thus, tofacitinib might be particularly useful in combination with an inhibitor of other fibroblast signals, such as TGF-β, or with T cell–targeted therapy, such as abatacept or romilkimab.

## Methods

### Study design.

This was a phase I/II, investigator-initiated, randomized, double-blind, placebo-controlled trial of tofacitinib (5 mg twice a day) versus placebo in 2:1 ratio in patients with dcSSc (ClinicalTrials.gov NCT03274076). dcSSc was defined as skin thickening, proximal as well as distal, to the elbows or knees with or without involvement of the face and neck at the time of study entry. Study participants were treated for 24 weeks on double-blind study medication and were offered an additional 6 months of open-label daily oral tofacitinib therapy. The sponsor, DK, received an Investigational New Drug exemption from the Food and Drug Administration.

### Study participation criteria.

Key inclusion criteria were adult participant, age 18 and older; classification of SSc, as defined using the 2013 American College of Rheumatology/European Union League Against Rheumatism classification of SSc (64), and dcSSc, as defined by LeRoy and Medsger Jr (65); disease duration of ≤60 months (defined as time from the first non−Raynaud phenomenon manifestation); and mRSS units ≥ 10 and ≤ 45 at screening. Varicella-zoster vaccination was provided, or the participant had received vaccination prior to screening. Stable-dose background immunosuppressive therapy, such as methotrexate ≤ 25 mg/w or mycophenolate mofetil ≤ 2 g/d, was allowed if on a stable dose for at least 12 weeks. Oral corticosteroids (≤10 mg/d of prednisone or equivalent) and NSAIDs were permitted if the patient was on a stable-dose regimen for ≥2 weeks. More details of the inclusion and exclusion criteria are listed in the study protocol (available from the corresponding author).

### Randomization and masking.

Eligible participants were randomized in a 2:1 ratio to either 5 mg twice a day of tofacitinib or matching placebo (provided by Pfizer Inc.). A randomization schedule using computer-generated block randomization with the random block sizes (known only by the statistician) was used to randomize patients. The study staff, including the research pharmacists, and participants were blinded to the treatment assigned.

### Procedures.

Participants were seen at regular intervals throughout the 24-week study period. Study assessments and their timing are summarized in the study protocol (available from the corresponding author). All participants who had not received the varicella-zoster vaccination prior to study participation followed the timeline indicated below considering whether or not they were on background immunosuppressive therapy. Participants on background therapy were asked to temporarily hold the therapies for 14 days, receive the varicella-zoster vaccination, and wait another 14 to restart the background medication, then 28 days later continued to randomization. The screening window was up to 65 days to ensure these steps were completed. Eligible participants were assessed at baseline; at week 6, 12, 18, and 24 during the double-blind phase; and at weeks 30, 36, and 48 during open-label extension. Patients who did not continue into the open-label period had follow-up via phone 30 days after their last dose.

### Outcomes.

The primary study endpoint was the proportion of participants who experienced grade 3 (severe) or higher AEs, as defined by the CTCAE v 4.03, that occurred at or before week 24. The secondary study endpoints included number of grade 2 (moderate) or grade 3 (severe) or higher AEs that occurred at or before weeks 12, 36, and 48; number of AEs of special interest at weeks 12, 24, 36, and 48; change in the mRSS at weeks 12, 24, 36, and 48; and provisional ACR-CRISS at weeks 12, 24, and 48.

The study was overseen by a Data and Safety Monitoring Committee (University of Michigan) that reviewed study conduct and safety outcomes approximately every 6 months.

### scRNA-Seq.

A skin biopsy (3 mm) of the involved forearm skin was performed on each participant, at baseline and at week 12. Biopsies were stored in RNA*later* (Thermo Fisher Scientific), and fresh skin tissue was transferred to the University of Pittsburgh on the same day. The scRNA-Seq data were submitted to Gene Expression Omnibus database, accession GSE209635.

### Gene-skin correlation.

Gene expression values obtained using scRNA-Seq were analyzed in different cell types: CCL19/MYOC (cluster 6 and 7) fibroblasts, SFRP2/DPP4^+^ (cluster 1 and 9) fibroblasts, macrophages, pericytes, T cells, DCs, and NK cells. Correlation between the mRSS and baseline gene expression values obtained prior to and after treatment in the placebo and only prior to treatment in the tofacitinib-treated groups were analyzed.

Pearson’s correlation coefficient (*R*) was calculated to determine which genes had the strongest relationship to the mRSS. The *P* value for each correlation was calculated from a 2-tailed Student’s *t* distribution to determine its statistical significance. Genes with *P* values less than 0.05 were included in the IPA.

### IPA.

QIAGEN IPA Core Analysis was performed using genes and their associated correlations with the mRSS for each cell population, using values of gene expression from all 15 baseline samples from the tofacitinib trial as well as samples previously reported from 12 patients with dcSSc and 10 controls (14). These gene sets were combined using the sctransform function in Seurat, which uses molecular anchors and canonical correlation analysis to integrate data sets (66). We used this combined data set to correlate gene expression values for each cell population with the associated mRSS, calculating the Pearson’s correlation coefficient (*R*). Genes in each cell population showing correlations with the mRSS with *P* values less than 0.05 were analyzed using the IPA Core Analysis, generating statistically significant pathways. Pathways derived with –log *P* values of 1.3 or greater (*P* < 0.05) were considered significant.

IPA was also used to determine pathways and their associated genes comparing week 6 to baseline gene expression in cell populations in tofacitinib-treated patients, using a paired *t* test with 2-tailed distribution. Genes with uncorrected *P* values less than 0.05 were included in an IPA Core Analysis. Pathways derived with –log *P* values of 1.3 (*P* < 0.05) or greater were considered significant. Certain pathways and associated genes of theoretical and analytical significance were then further analyzed by hierarchical clustering.

### Hierarchical clustering.

Hierarchical gene clustering was carried out, analyzing the difference between week 6 and baseline gene expression, hierarchically clustering samples showing at least 8 observations having absolute value greater than 0.01, using Cluster 3.0. Normalized expression was clustered by Euclidean distance and complete linkage and visualized by Java Treeview. GO analysis was carried out using the online Gene Ontology resource (http://geneontology.org/) (19, 20).

### Statistics.

This phase I/II study was sized primarily based on practical considerations rather than a desired power for a prespecified difference. The main analysis set for efficacy was the modified intention to treat (mITT) population, defined as all randomized participants who received at least 1 dose of study medication. The safety population, defined equivalently to the mITT set, was used for all safety analyses.

We analyzed baseline and demographic characteristics by treatment group for participants who entered the double-blinded period and open-label extension. We reported means and standard deviations for continuous variables and counts and percentages for categorical variables. As for safety outcome, we counted the number of treatment-emergent AEs during the double-blinded period and the open-label extension by body system. We calculated change from baseline in the following variables: mRSS, patient global assessment, physician global assessment, Health Assessment Questionnaire-Disability Index, forced vital capacity percent predicted, and calculated ACR-CRISS at week 24 (end of double-blinded period) and week 48 (end of open-label extension). Medians and IQRs were reported for these variables by treatment group. Group differences in medians were calculated, corresponding 95% CIs were obtained via bootstrapping, and corresponding *P* values were obtained via Wilcoxon rank sum test. We also fitted a linear mixed model for change in mRSS, adjusted for baseline mRSS, study week, treatment group, interaction of baseline mRSS and study week, and interaction of study week and treatment. We obtained least square means (LSM) and corresponding 95% CI at each time point by treatment group from the model and plotted these values in a figure. Most analyses were conducted in SAS (version 9.4), and LSM figure was plotted in R Studio.

### Study approval.

IRBs from the University of Michigan and University of Pittsburgh approved the study protocol (available from the corresponding author) before research commenced. The study was conducted in accordance with the Declaration of Helsinki and Good Clinical Practice. Written informed consent was received prior to the individual’s participation.

## Author contributions

DK contributed to design and acquisition and interpretation of data; wrote the first draft, and approved the final manuscript version. CP, LCT, VN, PPK, TT, JMK, and AY contributed to acquisition and interpretation of data, revised the manuscript for critically important intellectual content, and approved of the final manuscript version. SH contributed to analysis and interpretation of data, revised the manuscript for critically important intellectual content, and approved of the final manuscript version. JEG and DAF contributed to acquisition and interpretation of data, performed experiments, revised the manuscript for critically important intellectual content, and approved of the final manuscript version. RL contributed to acquisition and interpretation of data, performed experiments, wrote the first draft with DK, and approved of the final manuscript version.

## Supplementary Material

Supplemental data

ICMJE disclosure forms

Supplemental table 5

Supplemental table 6

Supplemental table 7

## Figures and Tables

**Figure 1:**
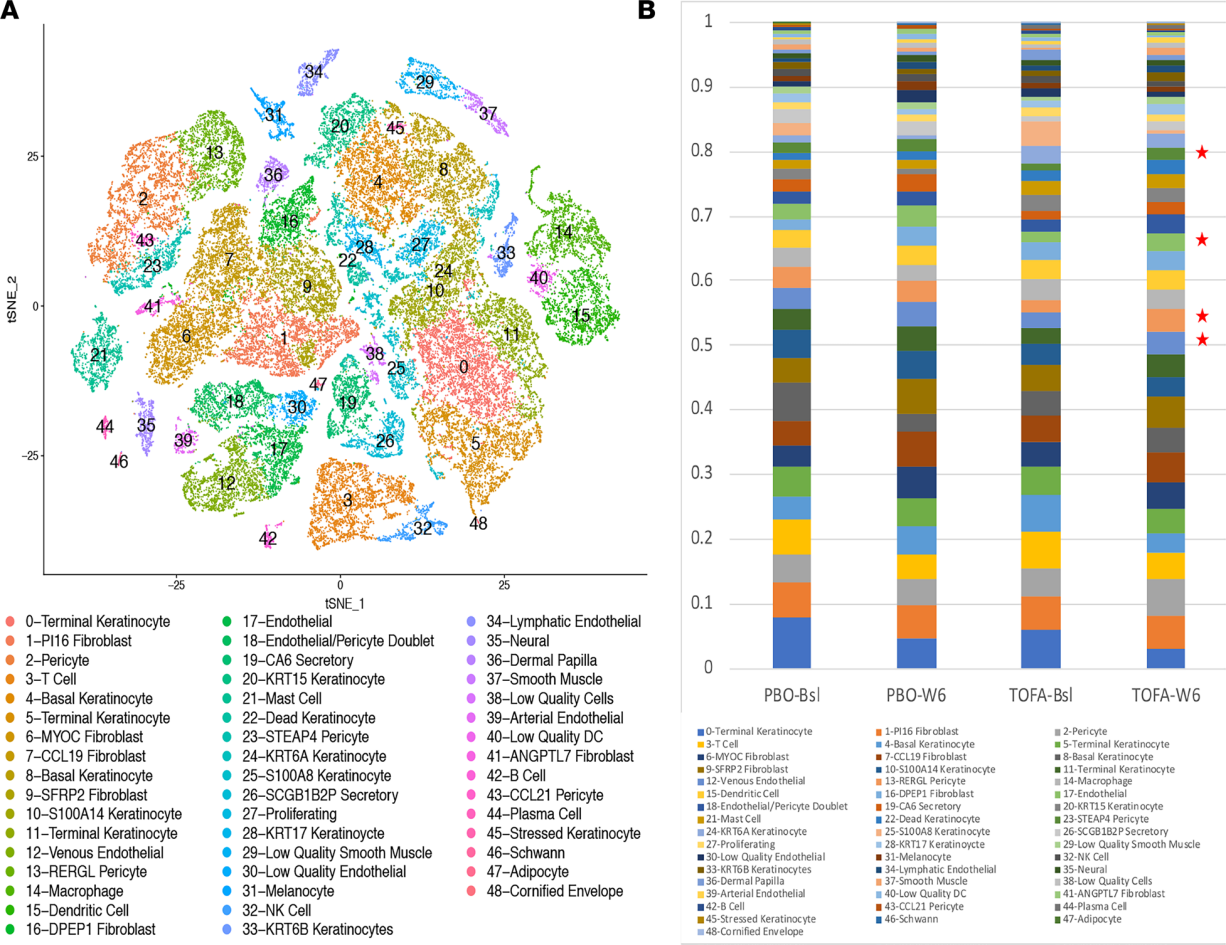
Transcriptomes and proportions of cell populations of study participants. Combined analysis of scRNA-Seq transcriptomes of skin from 15 participants with dcSSc at baseline and 6 weeks after treatment with tofacitinib (*n* = 10) or placebo (*n* = 5; **A**). Cell clusters (*n* = 49) are numbered with cell types based on known marker genes indicated to the right. The proportion of cells in each cluster by subgroups of participants: placebo-treated baseline (PBO-Bsl) and 6-week (PBO-W6) and tofacitinib-treated baseline (TOFA-Bsl) and 6-week (TOFA-W6) biopsies (**B**). Stars indicate pericyte and endothelial cell clusters showing increased proportions of cells after tofacitinib (*P* < 0.05 by paired 2-tailed *t* test corrected for multiple comparisons by Bonferroni’s method).

**Figure 2:**
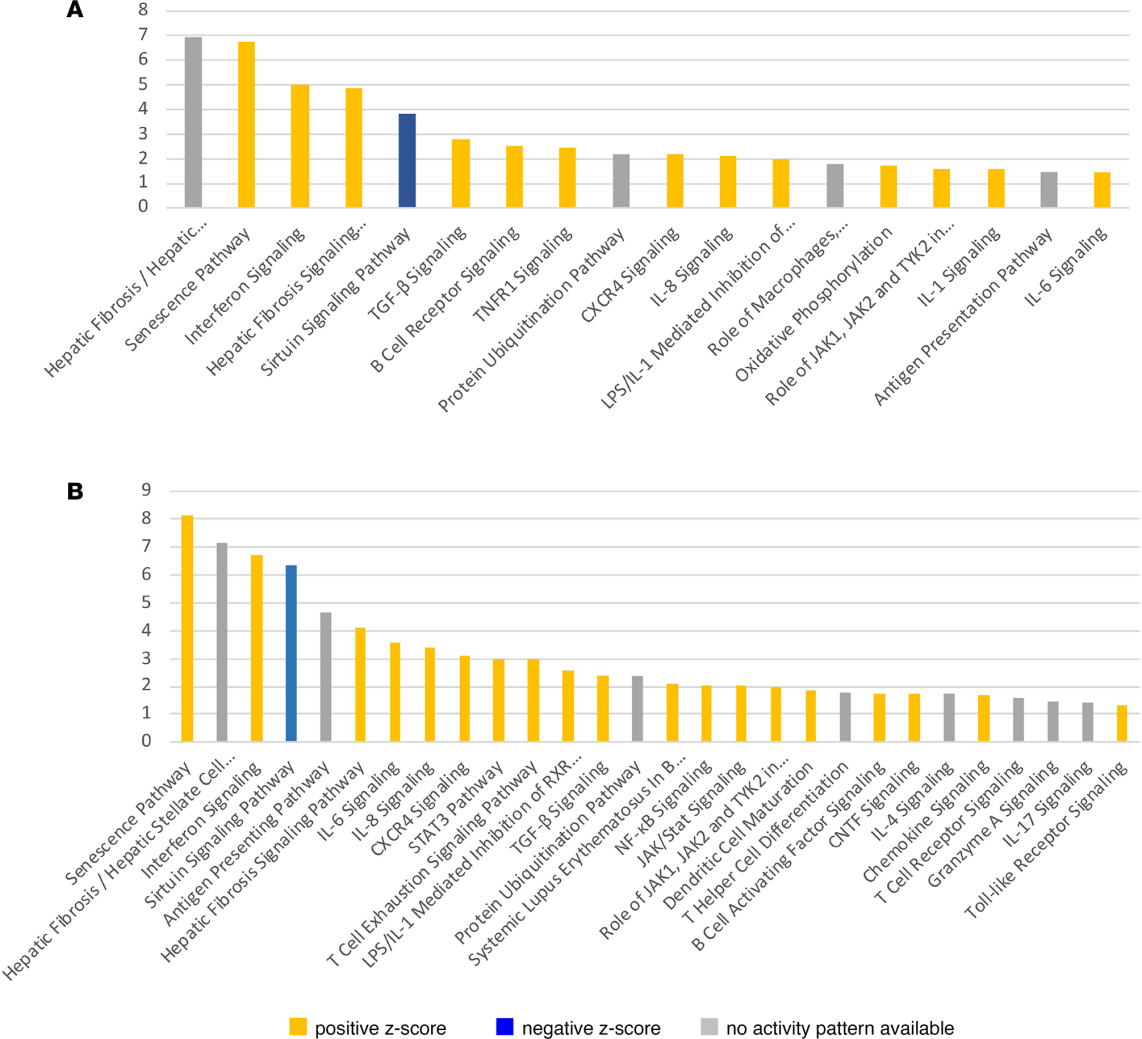
IPA of scRNA-Seq from fibroblast populations. Pathway analysis of fibroblast scRNA-Seq data from baseline study biopsies (*n* = 15), analyzed together with scRNA-Seq data from previously described dcSSc (*n* = 12) and healthy skin (*n* = 10). Selected pathways from clusters 1 and 9, clustered with analogous cells in previous studies, representing SFRP2/DPP4 fibroblasts (**A**) and clusters 6 and 7 clustered with analogous cells in previous studies representing MYOC/CCL19 fibroblasts (**B**). Genes correlating with baseline mRSS (uncorrected *P* < 0.05) were included in the pathway analysis. Only selected significant pathways (–log *P* < 1.4) are indicated. SFRP2/DPP4. Yellow bars indicate positive associations with IPA-expected direction of regulation; blue bars show negative associations with expected direction of regulation; and gray bars indicate no expected direction of regulation.

**Figure 3:**
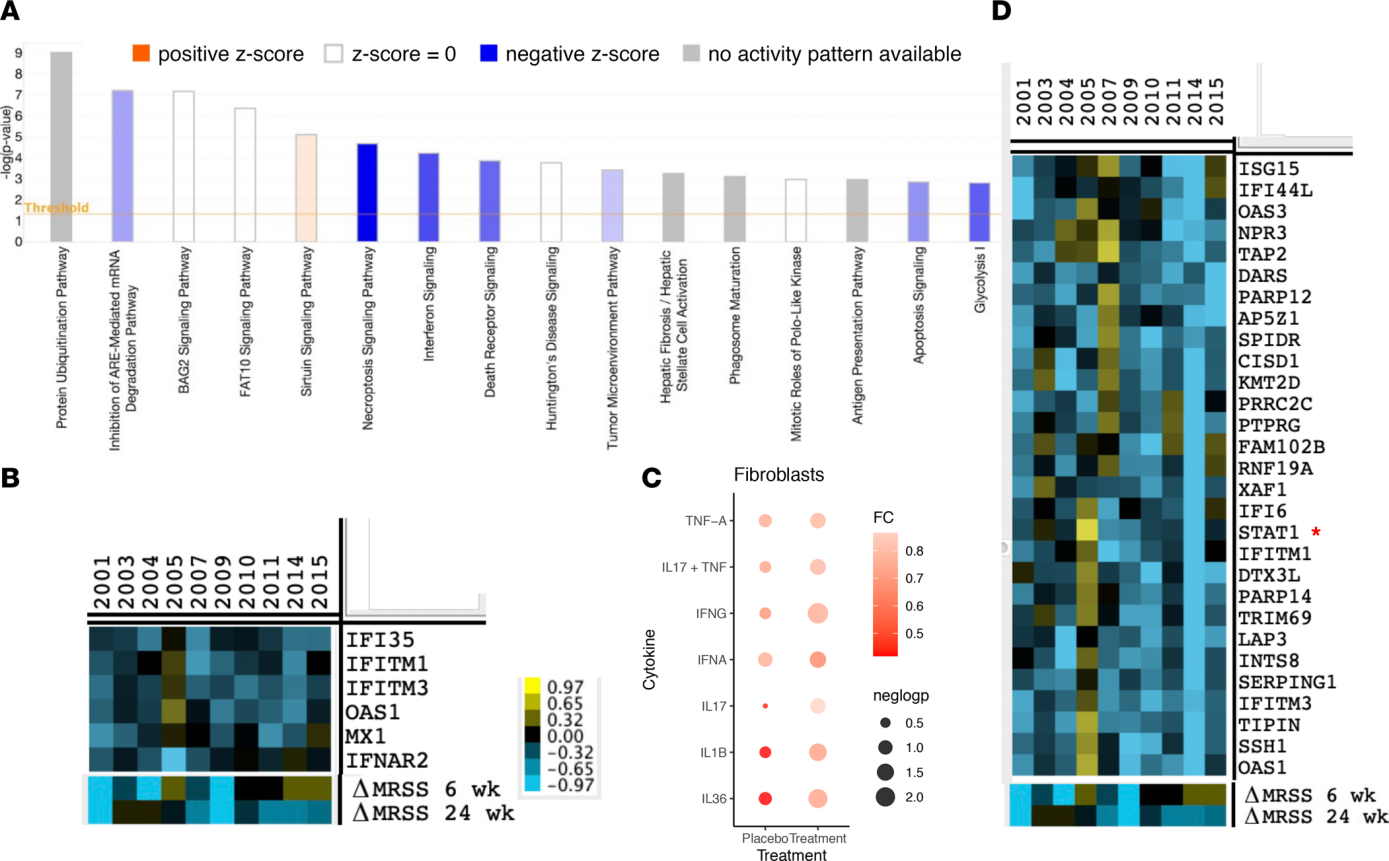
Genes and pathways changing in tofacitinib-treated patient SFRP2/DPP4 fibroblasts. Pathway analysis of scRNA-Seq data from tofacitinib-treated baseline compared with week 6 gene expression (*n* = 10) by SFRP2 fibroblasts (clusters 1 and 9; **A**). Average gene expression in these clusters (pseudo-bulk gene expression) showing decreased expression at week 6 compared with baseline were included in the IPA (uncorrected *P* < 0.05). Only selected significant pathways (–log *P* < 1.4) are indicated. IPA used right-sided Fisher’s exact test to calculate the significance scores (shown on the *y* axis). Blue bars indicate pathways downregulated (*z* score less than –2), orange bar upregulated (*z* score greater than 2), white bars without direction of regulation, and gray bars with no expected direction of regulation after tofacitinib compared to baseline. The intensity of the shading indicates the level of the *z* score. Heatmap of gene expression of the genes associated with the IFN pathway seen in **A** (**B**). Changes in inflammatory gene signatures at week 6 compared with baseline in the placebo and tofacitinib groups for SFRP2/DPP4 fibroblasts (**C**). Clustering of changes in pseudo-bulk gene expression in SFRP2/DPP4 fibroblasts at week 6 compared with baseline in tofacitinib-treated participants of all (filtered) genes (**D**), showing IFN-regulated genes clustering with STAT1 (indicated by a red star).

**Figure 4:**
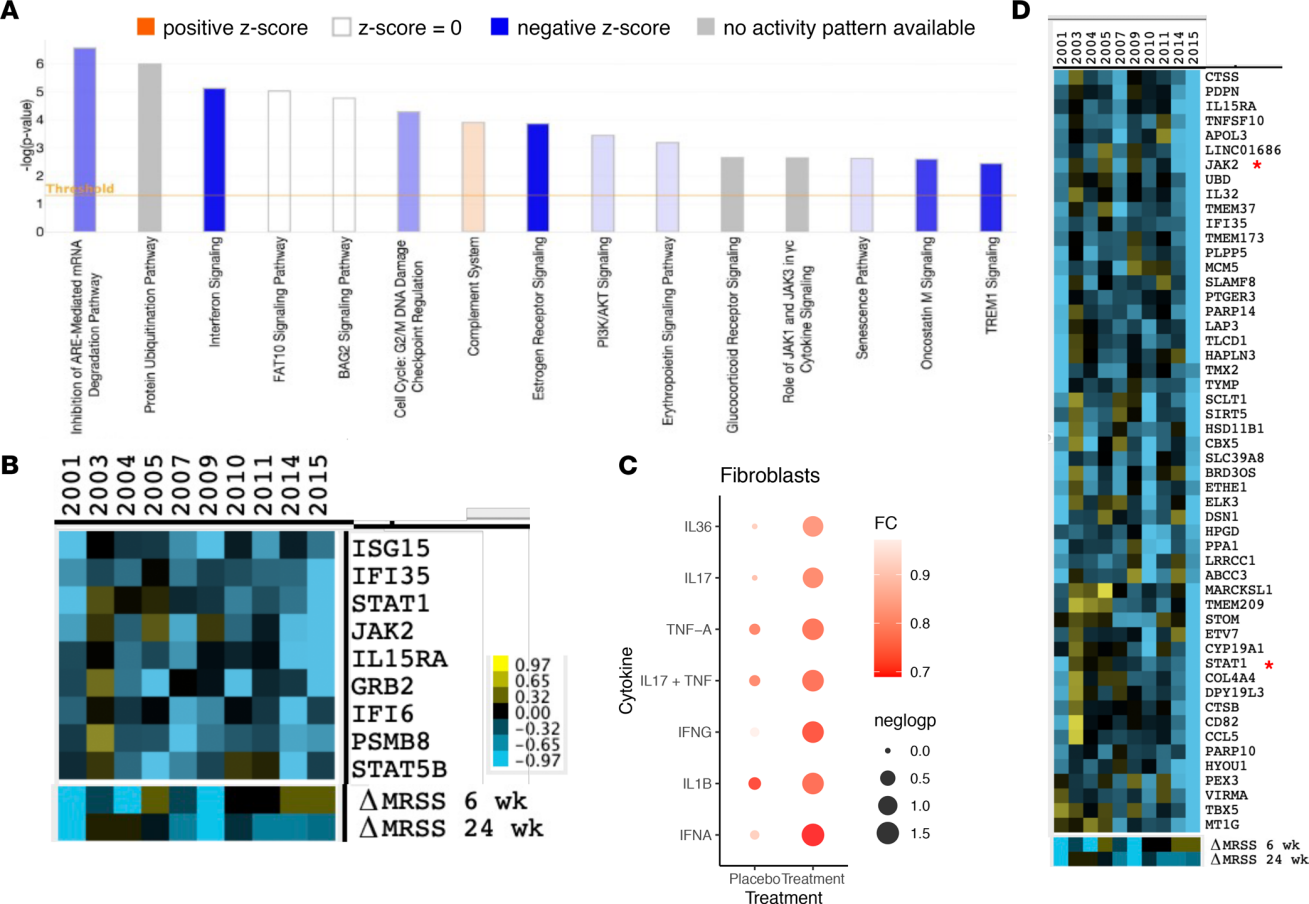
Genes and pathways changing in tofacitinib-treated patient CCL19/MYOC fibroblasts. Pathway analysis of scRNA-Seq data from tofacitinib-treated patients at week 6 compared with baseline gene expression (*n* = 10) by CCL19/MYOC fibroblasts (clusters 6 and 7; **A**). Average gene expression in these clusters (pseudo-bulk gene expression) showing decreased expression at week 6 compared with baseline were included in the IPA (uncorrected *P* < 0.05). Only selected significant pathways (–log *P* < 1.4) are indicated. IPA used right-sided Fisher’s exact test to calculate the significance scores (shown on the *y* axis). Blue bars indicate pathways downregulated (*z* score less than –2), orange bar upregulated (*z* score greater than 2), white bars without direction of regulation, and gray bars with no expected direction of regulation after tofacitinib compared to baseline. The intensity of the shading indicates the level of the *z* score. Heatmap of gene expression of the genes associated with the IFN pathway seen in **A** (**B**). Changes in inflammatory gene signatures at week 6 in the placebo and tofacitinib groups for CCL19/MYOC fibroblasts (**C**). Clustering of changes in pseudo-bulk gene expression in CCL19/MYOC fibroblasts at 6 weeks compared with baseline in tofacitinib-treated participants of all (filtered) genes (**D**), showing IFN-regulated genes clustering with JAK2 and STAT1 (indicated by red stars).

**Figure 5:**
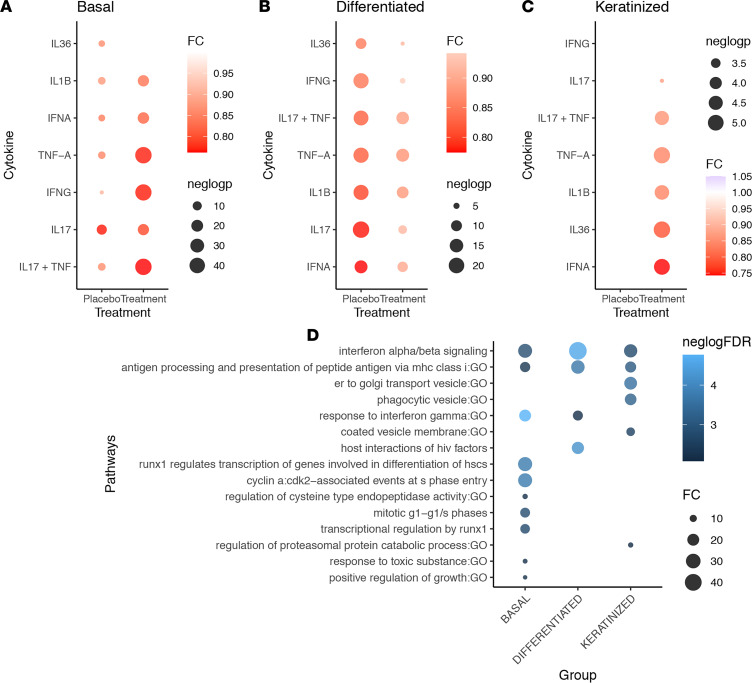
Reduction of type I and type I IFN and other inflammatory signatures by tofacitinib in epidermal keratinocytes. Changes in inflammatory signature by week 6 in the placebo and tofacitinib groups for basal (KRT14), differentiated (KRT10), and keratinized (FLG) epidermal keratinocytes (**A**–**C**). Fold change was computed using median value in baseline versus week 6 groups with *P* value calculated using Wilcoxon rank sum test. (**D**) Dot plot showing the most significantly enriched functions among genes only downregulated in the tofacitinib (but not placebo) group. Only significant results (i.e., FDR ≤ 1%) are shown.

**Figure 6:**
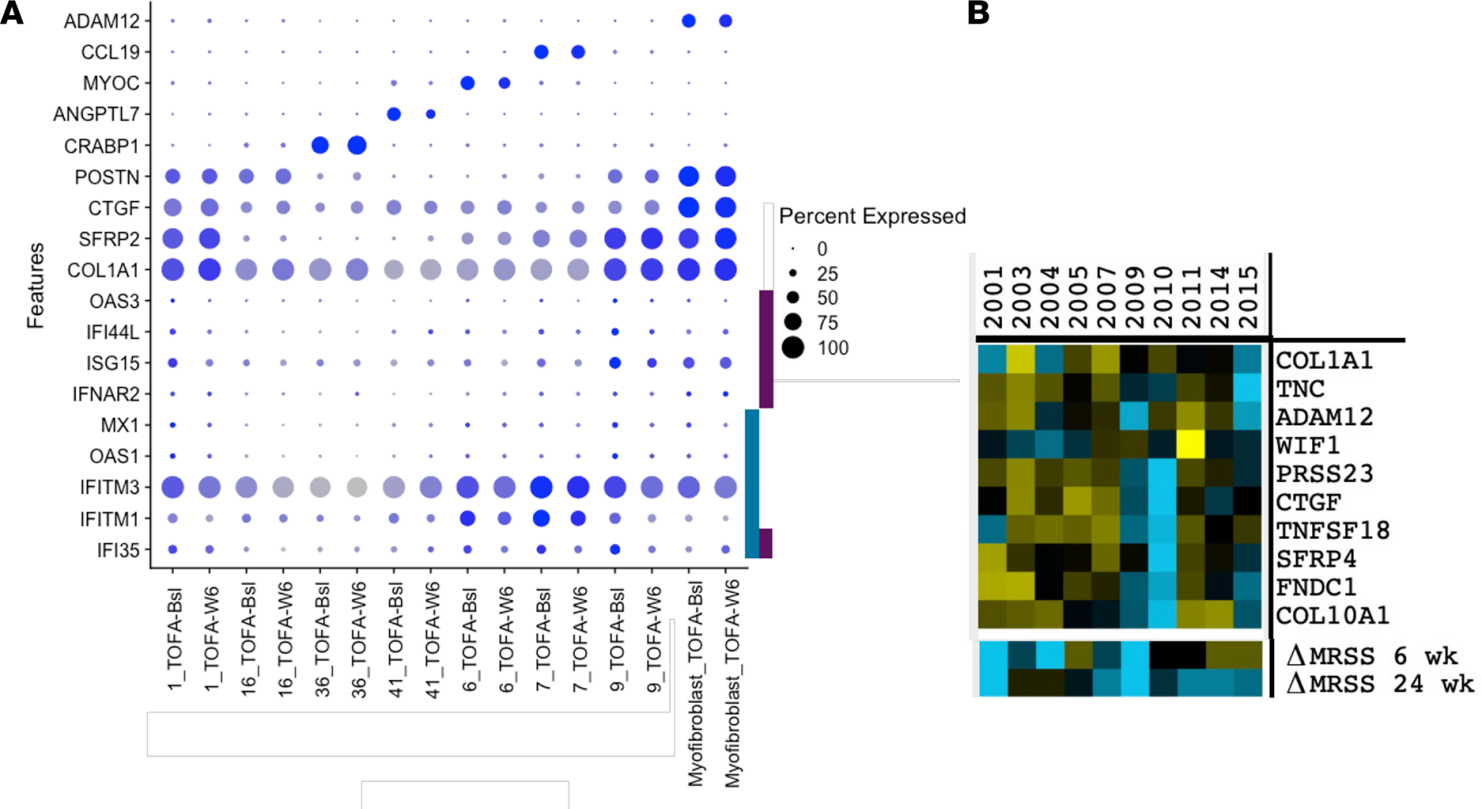
Downregulated expression of IFN-regulated genes after tofacitinib in fibroblast populations. Dot plots showing markers for the SFRP2 (cluster 1 and 9), MYOC (cluster 6), CCL19 (cluster 7), as well as CRABP1 (dermal papilla, cluster 36) and ANGPTL7 (cluster 41) fibroblasts. IFN-regulated genes (IFI35, IFITM1, IFITM3, OAS1, and MX1) decreased after tofacitinib in clusters 1/9 (indicated by aqua bar) and in clusters 6/7 (IFNAR2, ISG15, IFI44L, and OAS3), indicated by maroon bar), but not in myofibroblasts (**A**). The lack of effect of tofacitinib treatment on expression of genes associated with myofibroblast differentiation in individual participants (**B**).

**Table 1:**
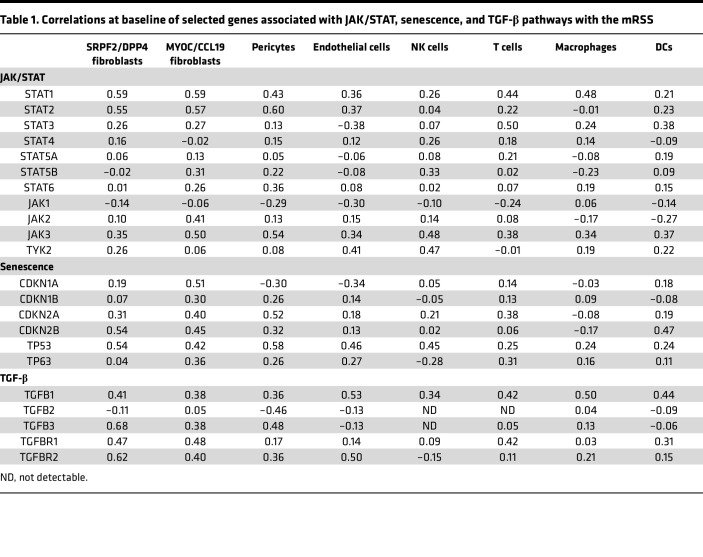
Correlations at baseline of selected genes associated with JAK/STAT, senescence, and TGF-β pathways with the mRSS

# Supplementary material for: Tofacitinib blocks IFN-regulated biomarker genes in skin fibroblasts and keratinocytes in a systemic sclerosis trial
**Source:** JCI Insight. 2022 Sep 8;7(17):e159566. doi: 10.1172/jci.insight.159566
**Supplement:** Supplemental data

## Supplementary Materials

Fig. S1. CONSORT diagram for the clinical trial

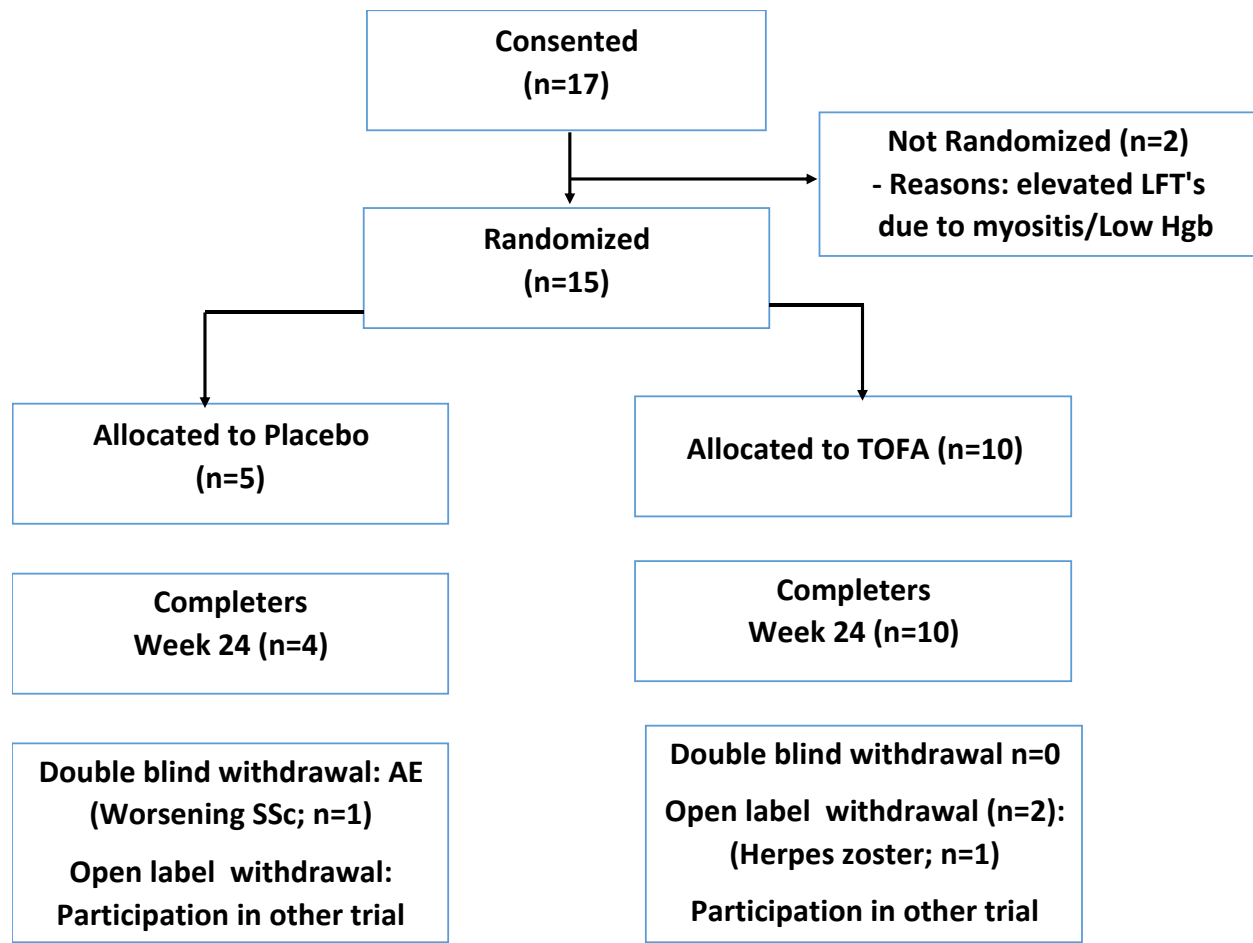

Fig. S2. Mean Trend Over Time: Change in the modified Rodnan skin score during the double blind and open label phases

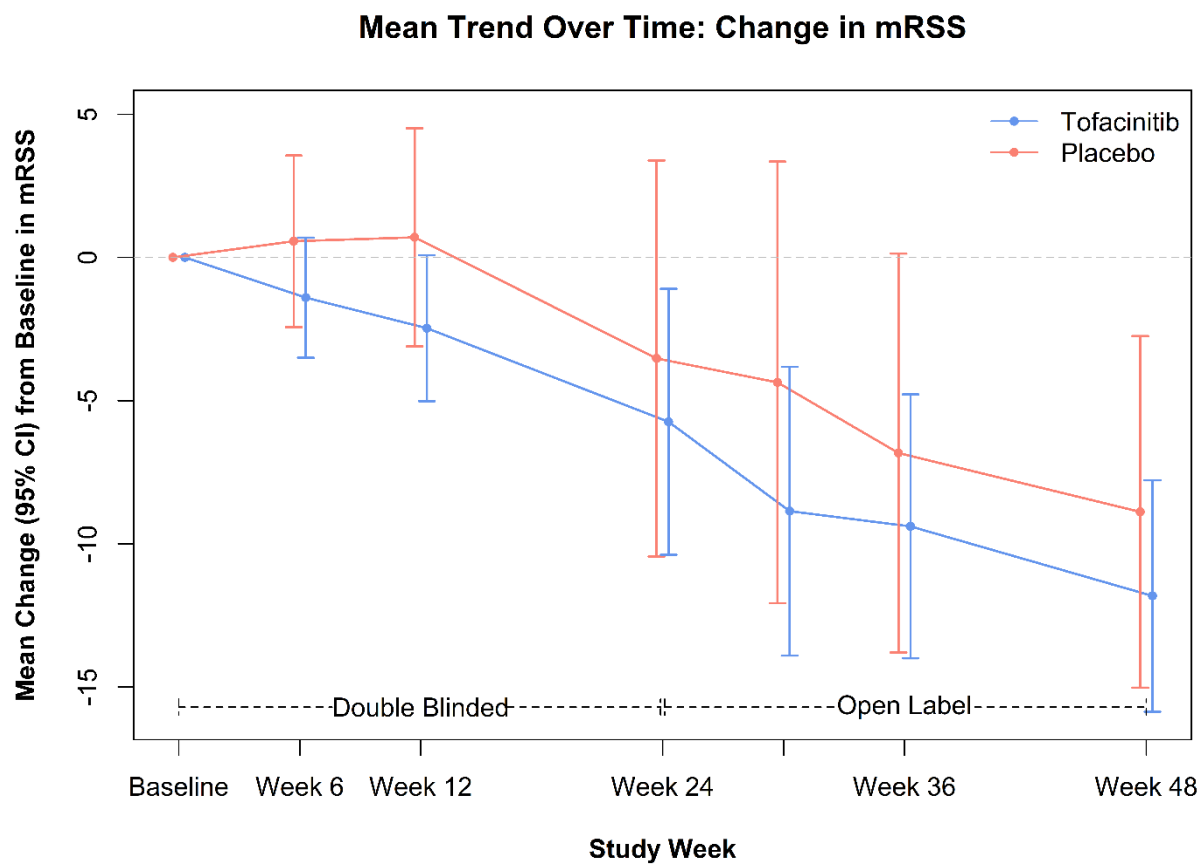

Fig. S3-T-SNE plot as in Figure 1, with cells colored by skin biopsy sample (Panel A), or by patient group (placebo patient baseline biopsies, PBO-Bsl; Placebo patient biopsies at Week 6, PBO-W6; tofacitinib treated patient baseline biopsies, TOFA-Bsl; tofacitinib treated patient Wk 6 biopsies, TOFA-W6).

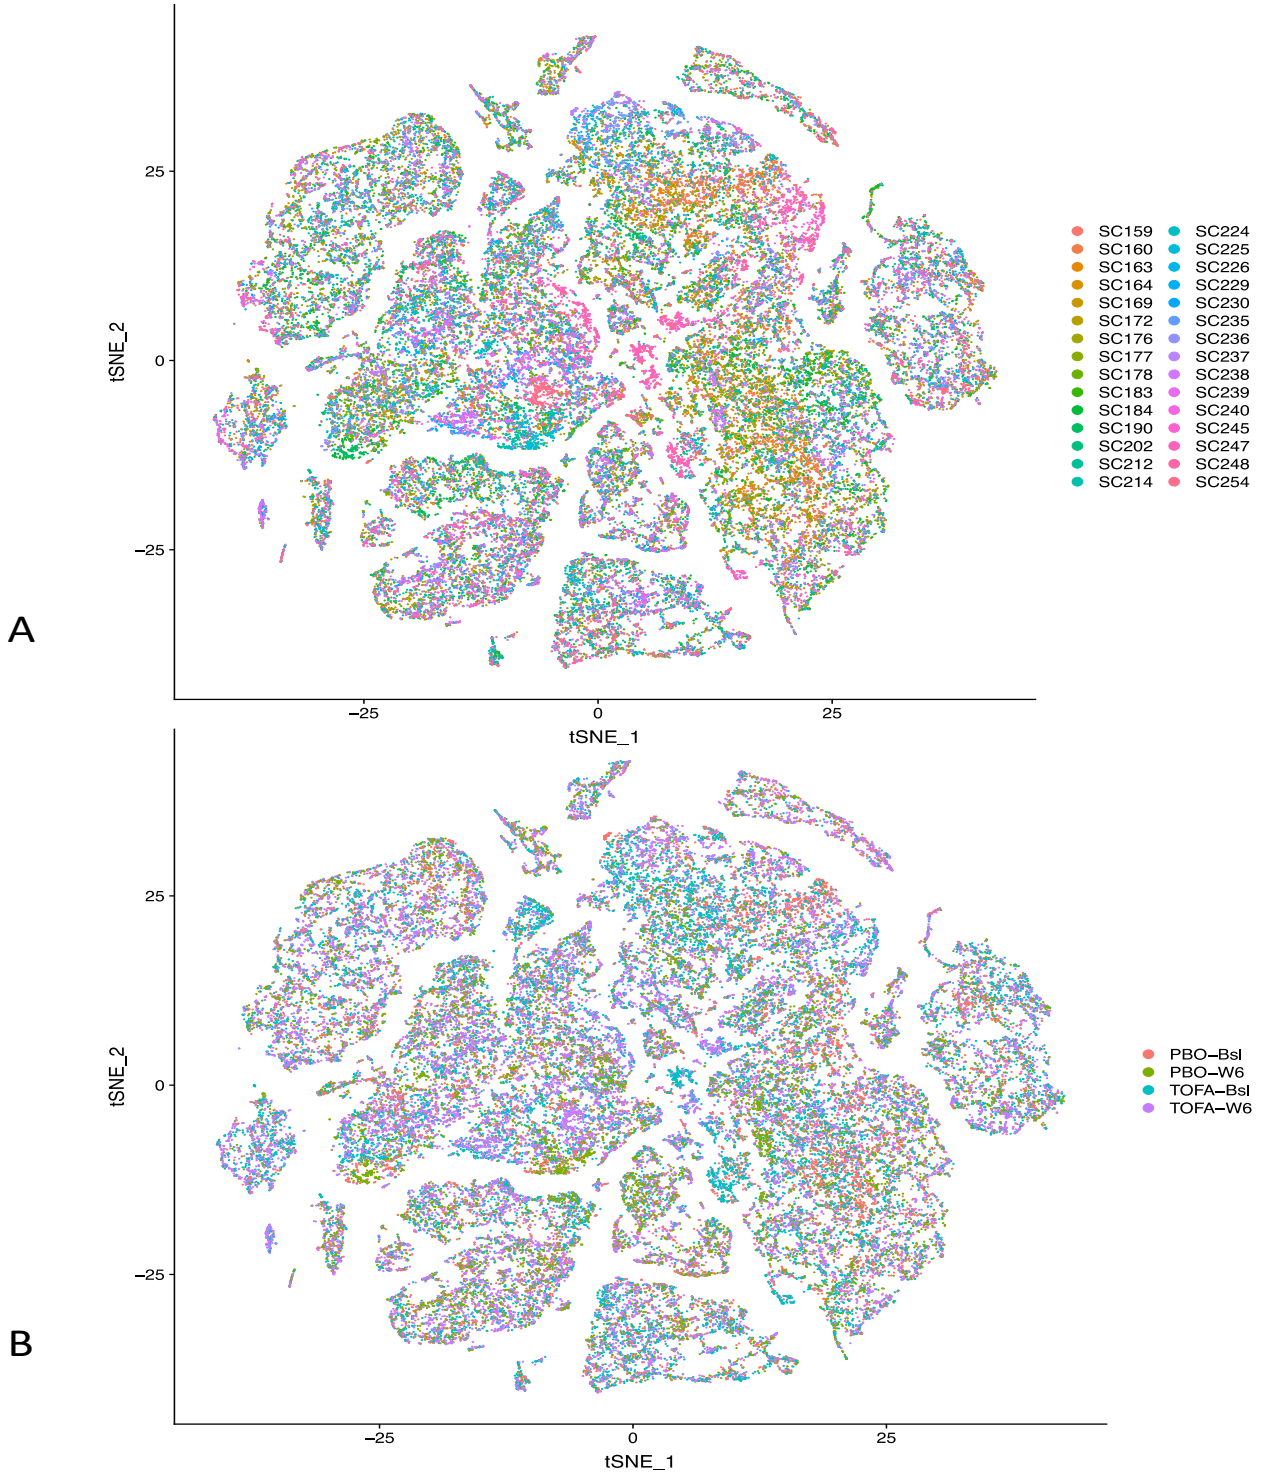

Fig. S4- Marker genes for each cell population, numbers on the x axis indicate cluster number as in Figure 1.

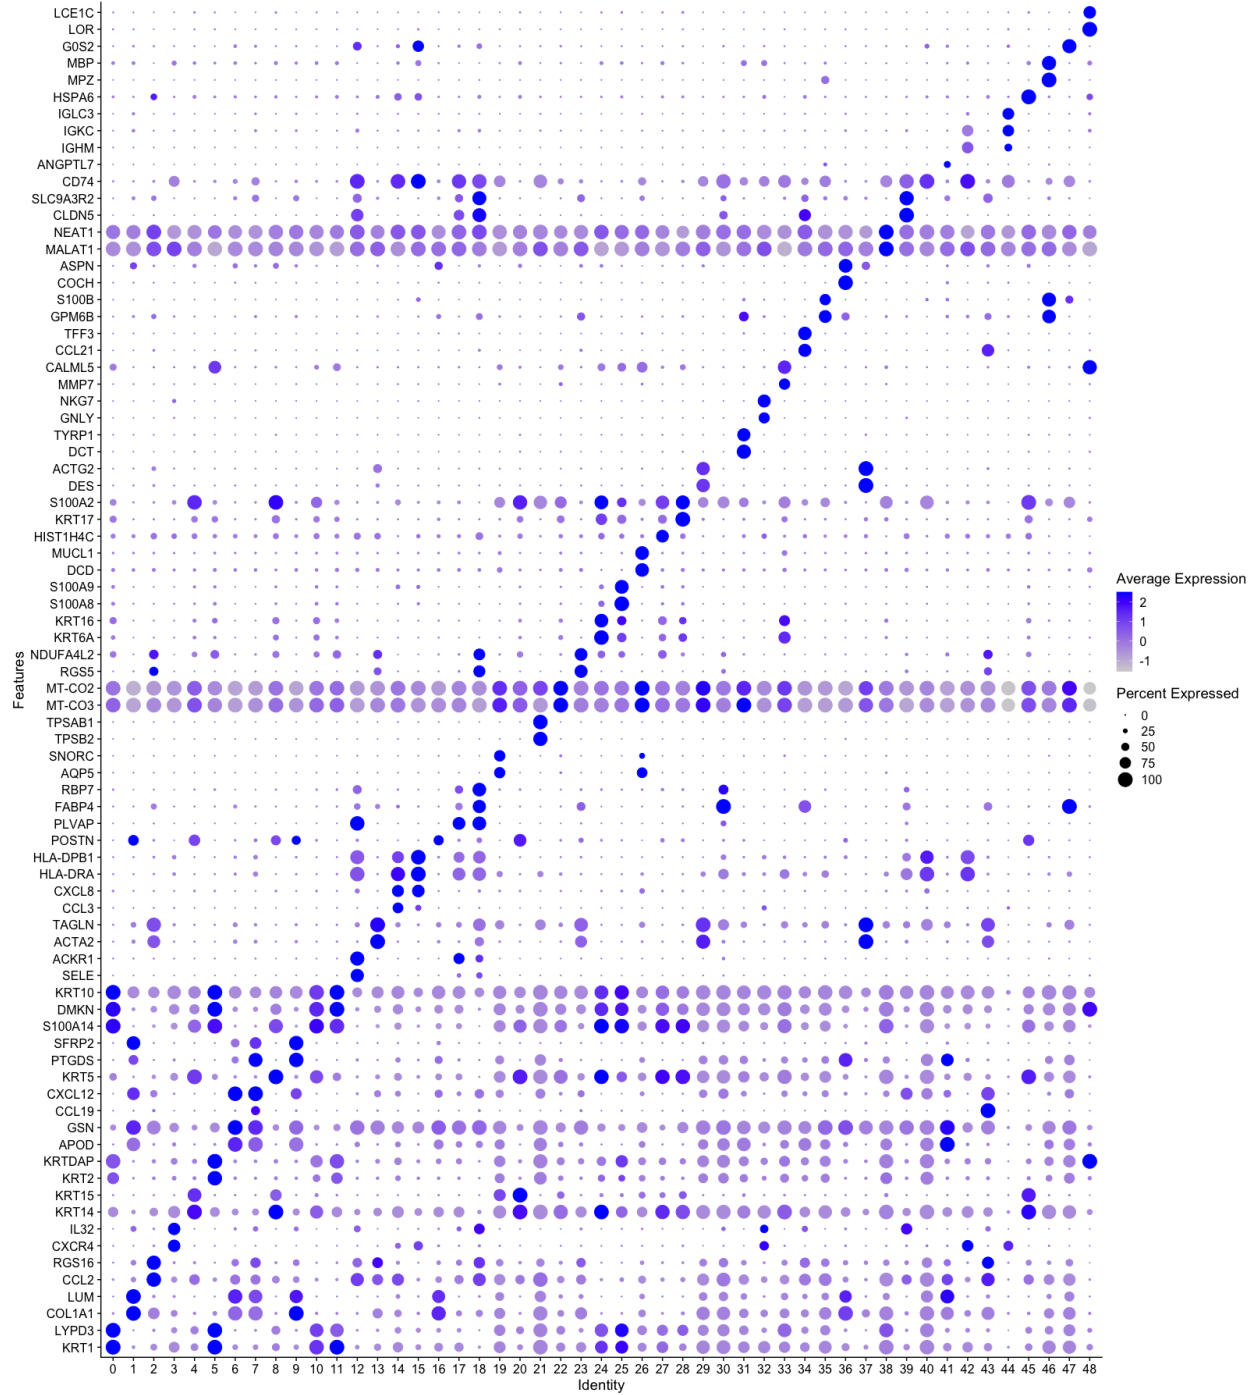

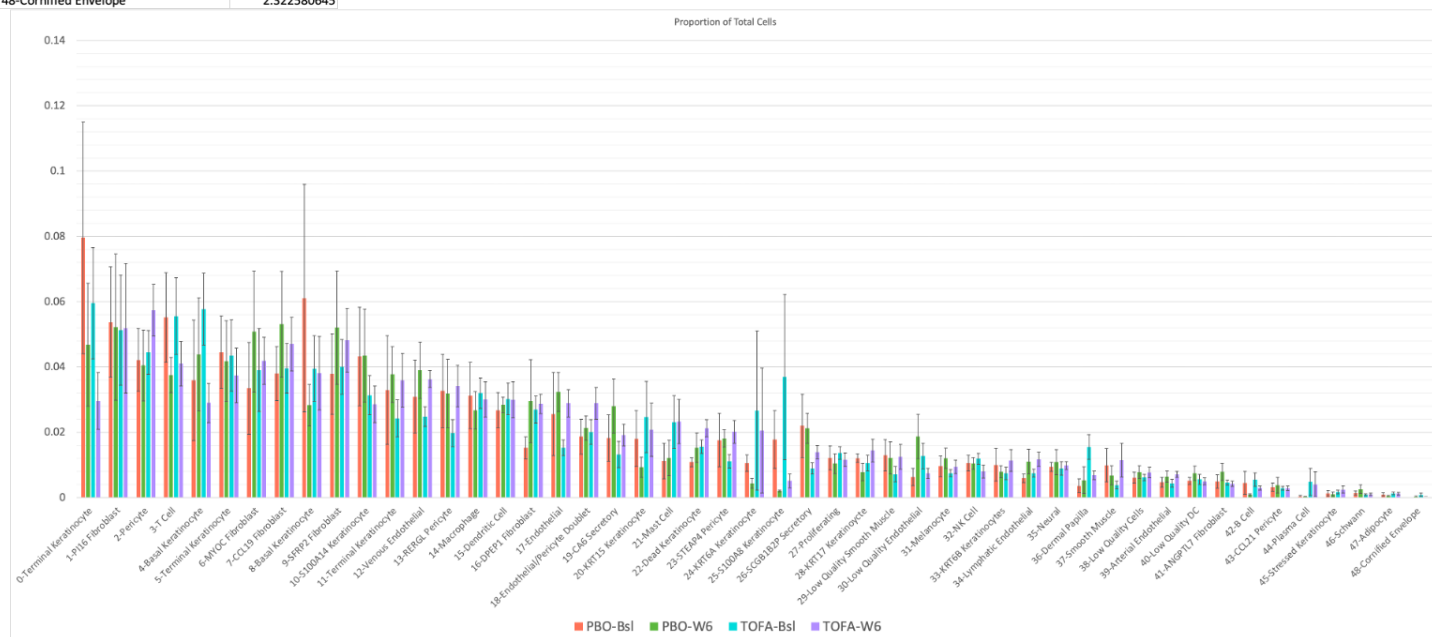

Figure S5. Proportions of cells in each cluster (panel A). Proportions of cells in each cluster by treatment group at baseline and week 6 skin biopsies (panel B). Error bars indicate standard deviation between samples in each group.

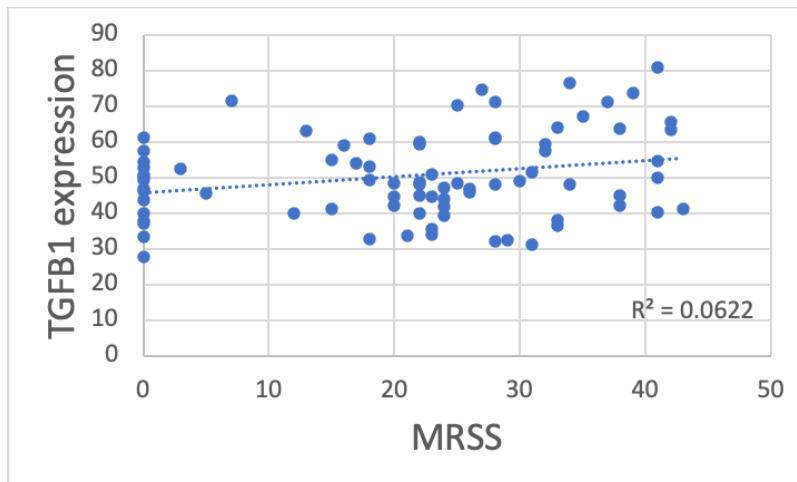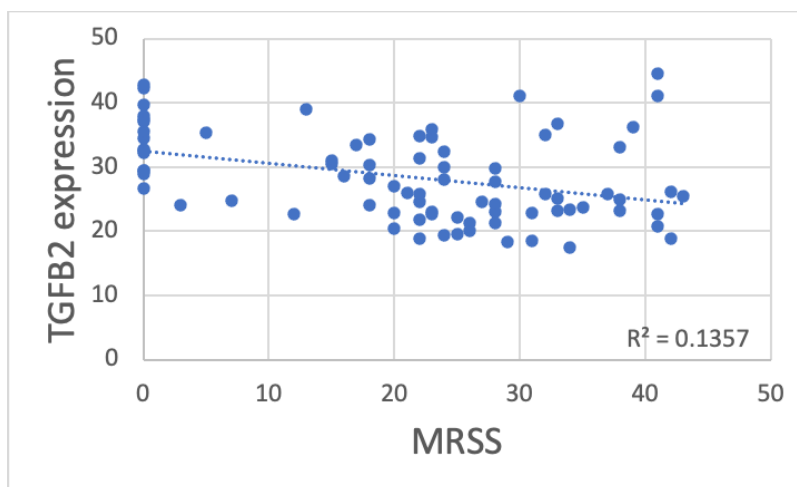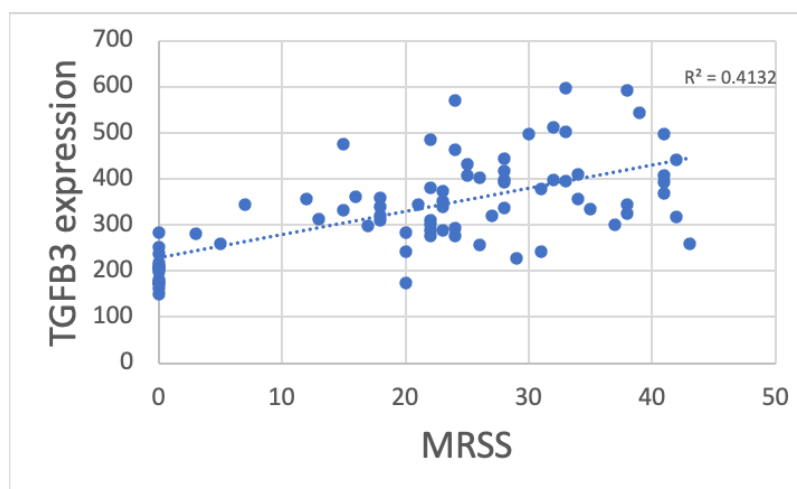

Fig. S6- Bulk skin gene expression from patients with dcSSc, correlations with TGFB isoform expression

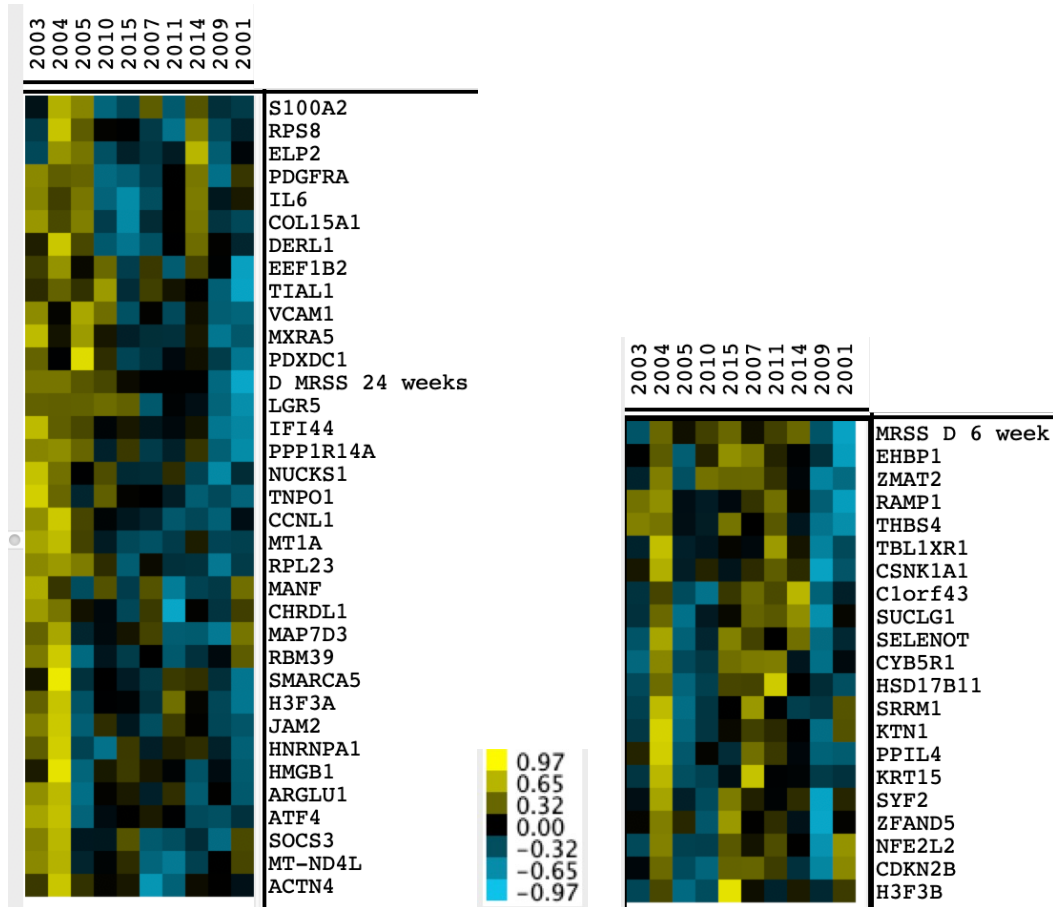

**Figure S7. Change in gene expression by cluster of SFRP2/DPP4 fibroblast genes, comparing week 6 to baseline.** Normalized change in MRSS is included in the clustering algorithm. Columns are arranged by change in MRSS at 24 weeks with increased (worsening) skin score (yellow) to the left and decreased (improved) skin score (blue) to the right. Genes are shown that cluster with change in MRSS at 24 weeks (D MRSS 24 weeks, left panel) or with change in MRSS at 6 weeks (D MRSS 6 weeks, right panel). Analysis of genes in clusters by Gene Ontology did not indicate and statistically significant Gene Ontology pathways.

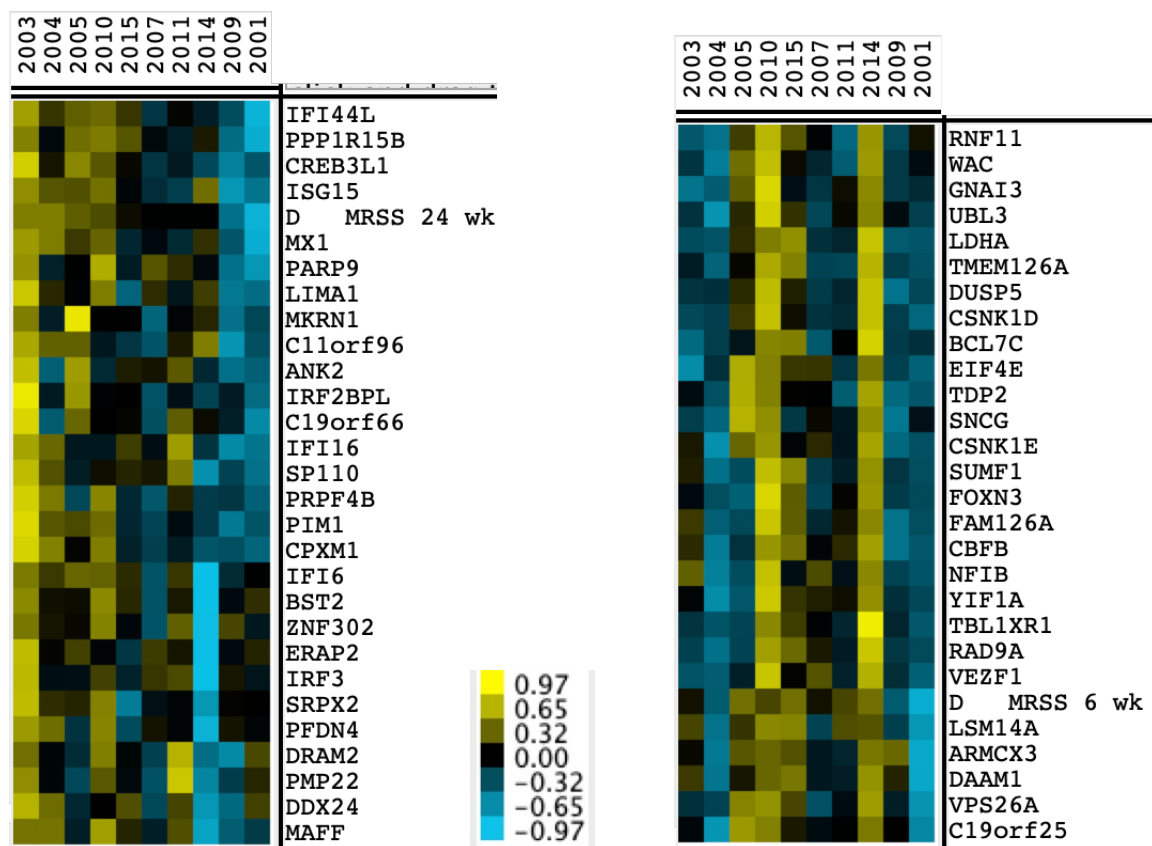

Figure S8. Change in gene expression by cluster of MYOC/CCL19 fibroblast genes, comparing week 6 to baseline. Normalized change in MRSS is included in the clustering algorithm. Columns are arranged by change in MRSS at 24 weeks with increased (worsening) skin score (yellow) to the left and decreased (improved) skin score (blue) to the right. Genes are shown that cluster with change in MRSS at 24 weeks (D MRSS 24 weeks, left panel) or with change in MRSS at 6 weeks (D MRSS 6 weeks, right panel). 24-week cluster genes indicated Gene Ontology pathways: Response to virus and response to type 1 interferon

Fig. S9-Ingenuity Pathway Analysis of scRNA-seq from myeloid populations. Pathway analysis of myeloid scRNA-seq data from baseline study biopsies (n=15), analyzed together with scRNA-seq data from previously described dcSSc (n=12) and healthy skin (n=10). Selected pathways from cluster 14, clustered with analogous cells in previous studies, representing macrophages (panel A) and cluster 15 clustered with analogous cells in previous studies representing DCs (panel C). Genes correlating with baseline MRSS (uncorrected  $p < 0.05$ ) were included in the pathway analysis. Only selected significant pathways ( $-\log(p\text{-value}) < 1.4$ ) are indicated. Yellow bars indicate positive associations with IPA expected direction of regulation; blue bars show negative associations with expected direction of regulation; open bars indicate no associations with IPA expected direction of regulation; and grey bars indicate no expected direction of regulation. Clustering of changes in pseudo-bulk gene expression in macrophages (cluster 14, panel B) and dendritic cells (cluster 15, panel D) at 6-week compared to baseline in tofacitinib-treated patients of all (filtered) genes, showing co-regulated genes clustering with STAT3 (indicated by red stars).

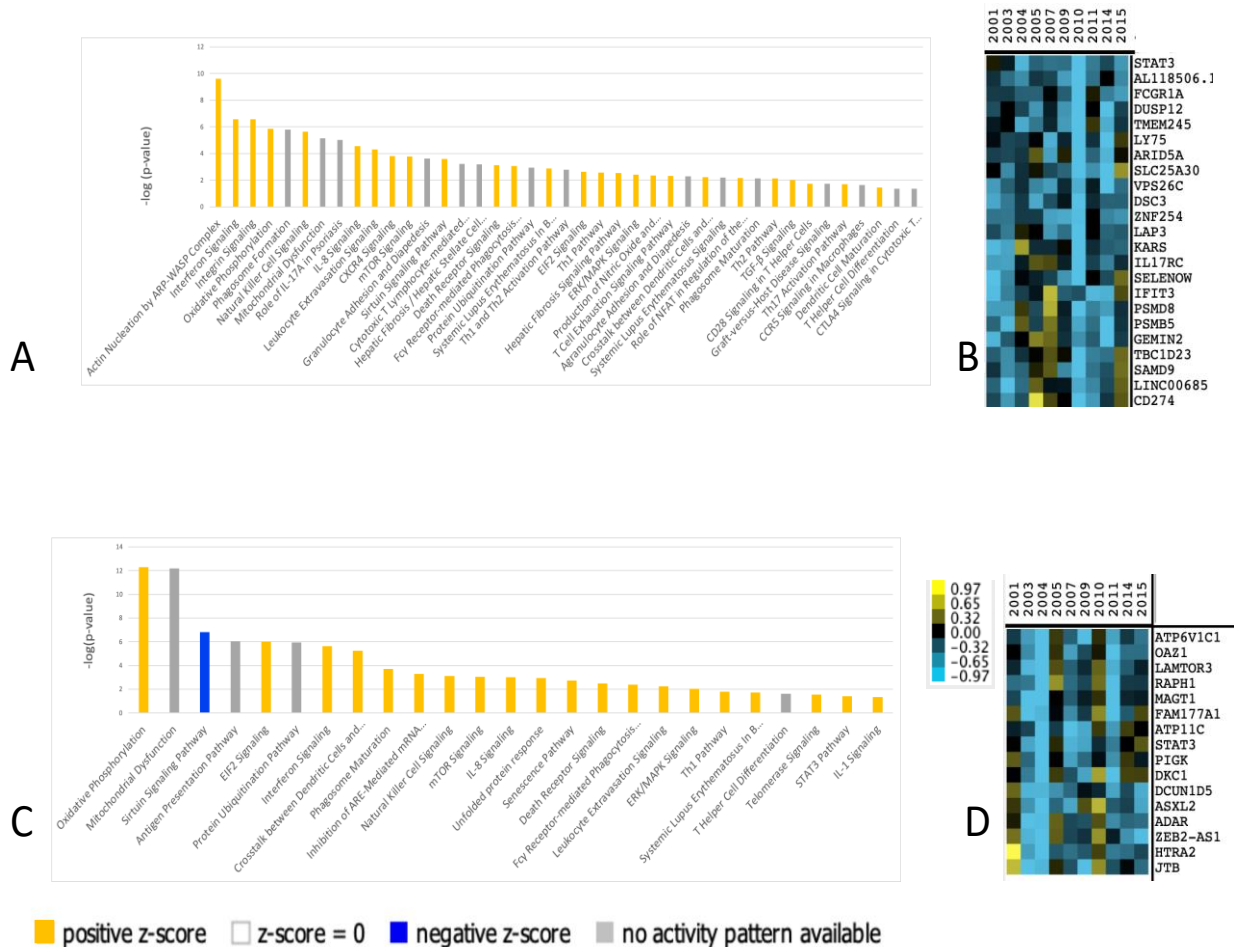

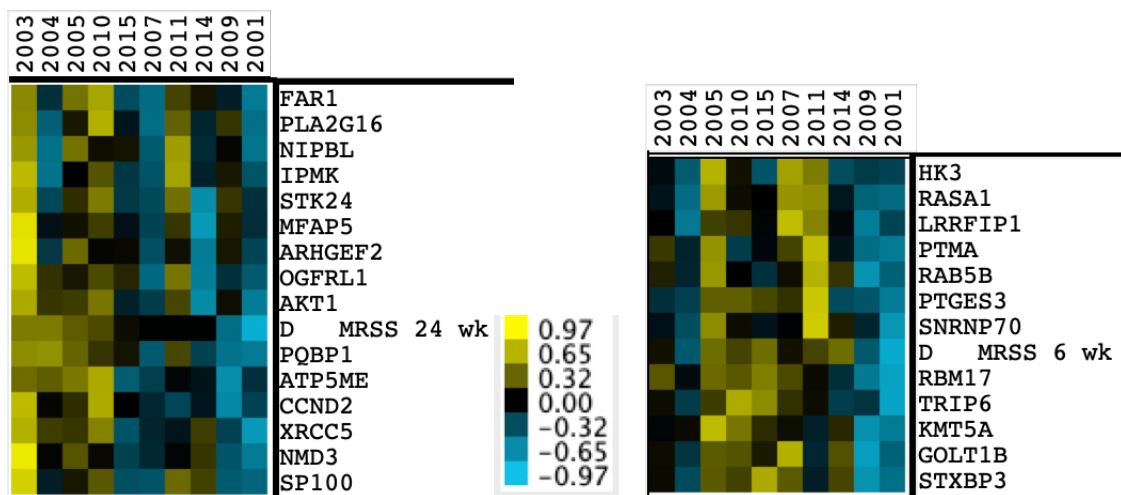

Figure S10. Change in gene expression by cluster of macrophage genes, comparing week 6 to baseline. Normalized change in MRSS is included in the clustering algorithm. Columns are arranged by change in MRSS at 24 weeks with increased (worsening) skin score (yellow) to the left and decreased (improved) skin score (blue) to the right. Genes are shown that cluster with change in MRSS at 24 weeks (D MRSS 24 weeks, left panel) or with change in MRSS at 6 weeks (D MRSS 6 weeks, right panel). Analysis of genes in clusters by Gene Ontology did not indicate any statistically significant pathways.

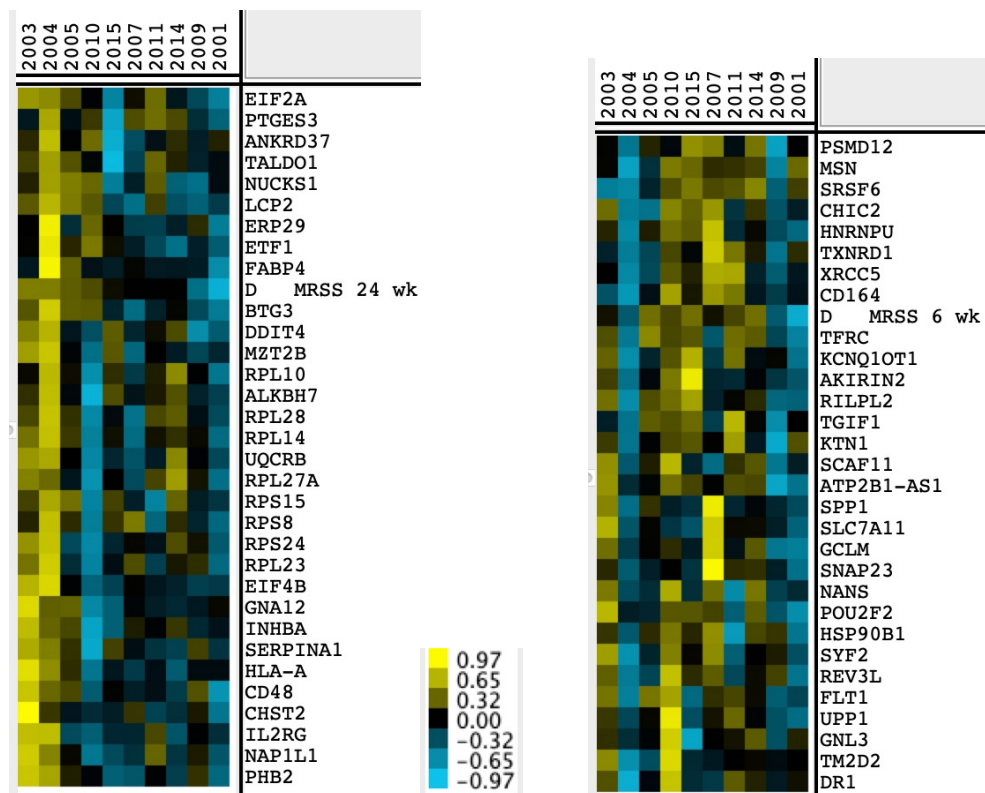

**Figure S11. Change in gene expression by cluster of dendritic cell genes, comparing week 6 to baseline.** Normalized change in MRSS is included in the clustering algorithm. Columns are arranged by change in MRSS at 24 weeks with increased (worsening) skin score (yellow) to the left and decreased (improved) skin score (blue) to the right. Genes are shown that cluster with change in MRSS at 24 weeks (D MRSS 24 weeks, left panel) or with change in MRSS at 6 weeks (D MRSS 6 weeks, right panel). Analysis of genes in clusters by Gene Ontology did not indicate and statistically significant pathways.

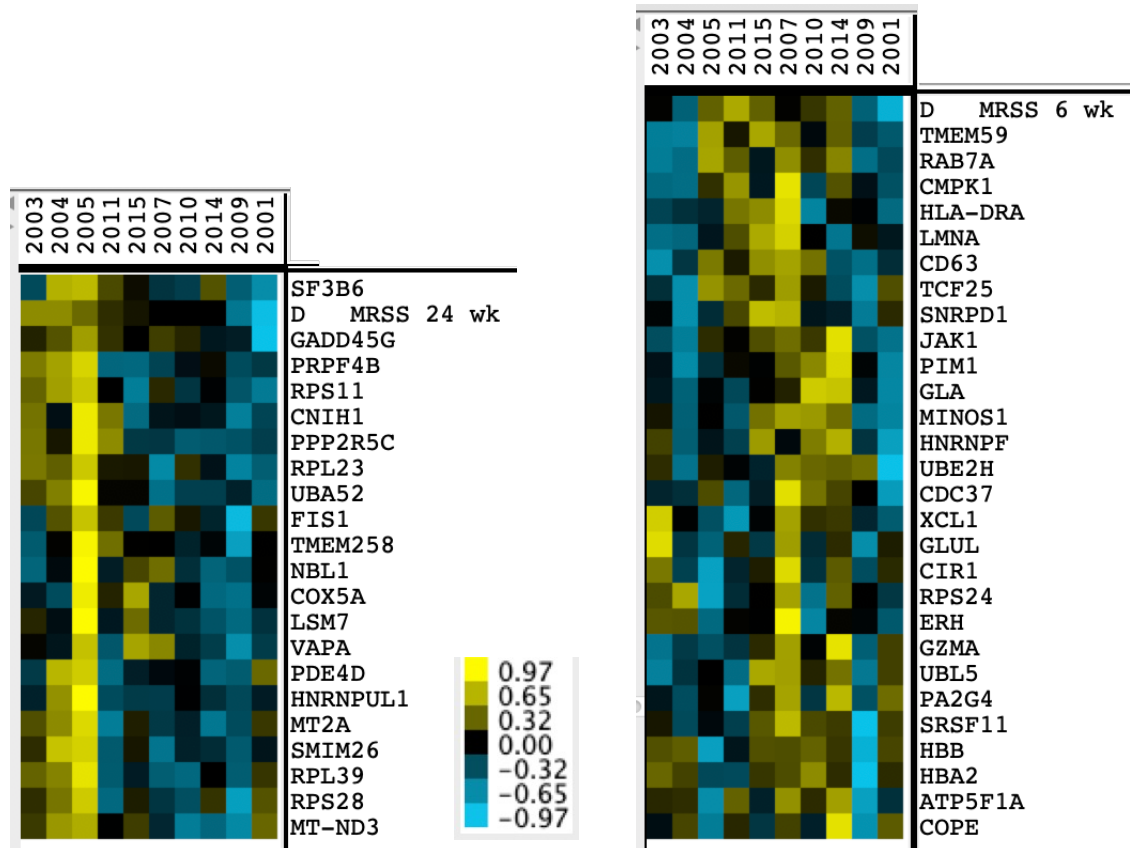

**Figure S12. Change in gene expression by cluster of T cell genes, comparing week 6 to baseline.** Normalized change in MRSS is included in the clustering algorithm. Columns are arranged by change in MRSS at 24 weeks with increased (worsening) skin score (yellow) to the left and decreased (improved) skin score (blue) to the right. Genes are shown that cluster with change in MRSS at 24 weeks (D MRSS 24 weeks, left panel) or with change in MRSS at 6 weeks (D MRSS 6 weeks, right panel). Analysis of genes in clusters by Gene Ontology did not indicate any statistically significant pathways.

**Supplementary Table 1: Baseline and Demographics Characteristics**

|                                                     | Double Blind Trial |                       |                  | Open Label Extension |                       |                  |
|-----------------------------------------------------|--------------------|-----------------------|------------------|----------------------|-----------------------|------------------|
|                                                     | Overall<br>(N=15)  | Tofacitinib<br>(N=10) | Placebo<br>(N=5) | Overall<br>(N=14)    | Tofacitinib<br>(N=10) | Placebo<br>(N=4) |
| Age, Years, mean (SD)                               | 50.8 (14.0)        | 46.2 (13.9)           | 60.0 (9.7)       | 49.7 (13.9)          | 46.2 (13.9)           | 58.4 (10.5)      |
| Female, N (%)                                       | 10.0 (66.7)        | 7.0 (70.0)            | 3.0 (60.0)       | 9 (64.3)             | 7.0 (70.0)            | 2.0 (50.0)       |
| White, N (%)                                        | 14.0 (93.3)        | 10.0 (100.0)          | 4.0 (80.0)       | 13.0 (92.9)          | 10.0 (100.0)          | 3.0 (75.0)       |
| Not Hispanic or Latino, N (%)                       | 15.0 (100.0)       | 10.0 (100.0)          | 5.0 (100.0)      | 14.0 (100.0)         | 10.0 (100.0)          | 4.0 (100.0)      |
| Disease Duration, Years*, mean (SD)                 | 2.1 (1.2)          | 2.0 (1.3)             | 2.4 (1.2)        | 2.0 (1.2)            | 2.0 (1.3)             | 2.1 (1.1)        |
| mRSS, mean (SD)                                     | 23.3 (8.4)         | 22.7 (9.3)            | 24.4 (6.9)       | 22.8 (8.5)           | 22.7 (9.3)            | 23.0 (7.1)       |
| FVC% Predicted, mean (SD)                           | 88.4 (16.6)        | 90.7 (16.5)           | 83.8 (17.5)      | 88.2 (17.2)          | 90.7 (16.5)           | 82.0 (19.6)      |
| DLCO% Predicted, Uncorrected for Hgb, mean (SD)     | 85.6 (19.8)        | 82.4 (19.7)           | 92.0 (20.5)      | 86.2 (20.4)          | 82.4 (19.7)           | 95.8 (21.6)      |
| Patient Global Assessment, mean (SD) <sup>1</sup>   | 4.3 (2.2)          | 3.8 (1.9)             | 5.4 (2.6)        | 4.3 (2.3)            | 3.8 (1.9)             | 5.5 (3.0)        |
| HAQ-DI, mean (SD) <sup>2</sup>                      | 1.0 (0.6)          | 1.1 (0.6)             | 0.8 (0.5)        | 0.9 (0.6)            | 1.1 (0.6)             | 0.6 (0.3)        |
| Physician Global Assessment, mean (SD) <sup>1</sup> | 5.3 (1.7)          | 5.6 (1.8)             | 4.8 (1.6)        | 5.3 (1.8)            | 5.6 (1.8)             | 4.5 (1.7)        |
| Tendon Friction Rubs, N (%)                         | 2.0 (13.3)         | 1.0 (10.0)            | 1.0 (20.0)       | 2.0 (14.3)           | 1.0 (10.0)            | 1.0 (25.0)       |
| Large Joint Contractures, N (%)                     | 5.0 (33.3)         | 5.0 (50.0)            | 0.0 (0.0)        | 5.0 (35.7)           | 5.0 (50.0)            | 0.0 (0.0)        |
| Background Immunosuppressive, N (%)                 | 13.0 (86.7)        | 9.0 (90.0)            | 4.0 (80.0)       | 12.0 (85.7)          | 9.0 (90.0)            | 3.0 (75.0)       |
| Mycophenolate mofetil, N (%)                        | 13.0 (86.7)        | 9.0 (90.0)            | 4.0 (80.0)       | 12.0 (85.7)          | 9.0 (90.0)            | 3.0 (75.0)       |
| Mycophenolate mofetil in mg/day, mean (SD)          | 1500.2 (706.8)     | 1389.1 (781.3)        | 1750.0 (500.0)   | 1541.8 (721.3)       | 1389.1 (781.3)        | 2000.0 (0.0)     |
| Methotrexate, mg/week,, N (%)                       | 2.0 (13.3)         | 1.0 (10.0)            | 1.0 (20.0)       | 2.0 (14.2)           | 1.0 (10.0)            | 1.0 (25.0)       |
| Methotrexate, mg/week, mean (SD)                    | 25.0 (0.0)         | 25.0 (-)              | 25.0 (-)         | 25.0 (0.0)           | 25.0 (-)              | 25.0 (-)         |

|                          |            |            |            |            |            |            |
|--------------------------|------------|------------|------------|------------|------------|------------|
| Use of Prednisone, N (%) | 4.0 (26.7) | 2.0 (20.0) | 2.0 (40.0) | 3.0 (21.4) | 2.0 (20.0) | 1.0 (25.0) |
|--------------------------|------------|------------|------------|------------|------------|------------|

|                                      |           |           |            |           |           |          |
|--------------------------------------|-----------|-----------|------------|-----------|-----------|----------|
| Prednisone dose in mg/day, mean (SD) | 8.8 (2.5) | 7.5 (3.5) | 10.0 (0.0) | 8.3 (2.9) | 7.5 (3.5) | 10.0 (-) |
|--------------------------------------|-----------|-----------|------------|-----------|-----------|----------|

\*Disease onset was defined as first non-Raynaud's sign or symptoms; mRSS=modified Rodnan skin score; FVC=Forced vital capacity, DLCO =Diffusion capacity of carbon monoxide; <sup>1</sup>=theoretical range 0-10; <sup>2</sup>=theoretical range 0-3

**Supplementary Table 2: Safety Outcomes during the double blind and open label extension in the RCT**

|                                                         | Double Blinded Trial |                | Open Label Extension                   |                                  |
|---------------------------------------------------------|----------------------|----------------|----------------------------------------|----------------------------------|
|                                                         | Tofacitinib<br>N=10  | Placebo<br>N=5 | Tofacitinib →<br>Tofacitinib<br>N = 10 | Placebo →<br>Tofacitinib<br>N= 4 |
| <b>Grade 3 or Higher AEs</b>                            | 0                    | 0              | 3                                      | 1                                |
| <b>Grade 2 of Higher AEs<sup>1</sup></b>                | 13                   | 10             | 18                                     | 4                                |
| <b>Treatment Emergent AEs</b>                           | 20                   | 14             | 21                                     | 7                                |
| <i>Infections and Infestations</i>                      | 4                    | 2              | 4                                      | 1                                |
| <i>Gastrointestinal Disorders</i>                       | 4                    | 1              | 3                                      | 0                                |
| <i>General Disorders</i>                                | 1                    | 4              | 0                                      | 0                                |
| <i>Musculoskeletal and Connective Tissue Disorders</i>  | 2                    | 3              | 2                                      | 1                                |
| <i>Skin and Subcutaneous Disorder</i>                   | 1                    | 0              | 6                                      | 1                                |
| <i>Investigations</i>                                   | 2                    | 1              | 3                                      | 2                                |
| <i>Respiratory, Thoracic, and Mediastinal Disorders</i> | 2                    | 1              | 1                                      | 0                                |
| <i>Nervous System Disorders</i>                         | 2                    | 0              | 2                                      | 0                                |
| <i>Cardiac Disorders</i>                                | 1                    | 1              | 0                                      | 1                                |
| <i>Renal and Urinary Disorders</i>                      | 0                    | 1              | 0                                      | 1                                |
| <i>Ear and Labyrinth Disorders</i>                      | 1                    | 0              | 0                                      | 0                                |
| <b>AESI</b>                                             | 5                    | 0              | 6                                      | 1                                |
| <i>Serious Infections</i>                               | 0                    | 0              | 1                                      | 0                                |
| <i>Infections Requiring Treatment</i>                   | 4                    | 0              | 2                                      | 0                                |
| Otitis Externa                                          | 1                    | 0              | 0                                      | 0                                |
| Urinary Tract Infection                                 | 2                    | 0              | 0                                      | 0                                |
| Digital Ulcer Infection                                 | 1                    | 0              | 1                                      | 0                                |
| CMV                                                     | 0                    | 0              | 1                                      | 0                                |
| <i>Gastrointestinal Perforations</i>                    | 0                    | 0              | 0                                      | 0                                |
| <i>Herpes Zoster</i>                                    | 0                    | 0              | 1                                      | 0                                |
| <i>Malignancies</i>                                     | 0                    | 0              | 0                                      | 0                                |

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |   |   |   |   |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---|---|---|---|
| <b><i>Gastrointestinal Perforations</i></b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            | 0 | 0 | 0 | 0 |
| <b><i>Laboratories Abnormalities<sup>3</sup></i></b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   | 1 | 0 | 2 | 1 |
| Hypercholesterolemia                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   | 0 | 0 | 1 | 0 |
| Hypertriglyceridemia                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   | 0 | 0 | 1 | 0 |
| HDL<50% <sup>4</sup>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   | 1 | 0 | 0 | 1 |
| <p>AE= Adverse Event; AESI= Adverse Event of Special Interest; CMV= Cytomegalovirus; HDL= high-density lipoproteins</p> <p><sup>1</sup> Grade 2: Moderate; minimal, local or non-invasive intervention indicated; limiting age-appropriate instrumental ADL (activities of daily living)</p> <p><sup>2</sup> Two participants had UTI</p> <p><sup>3</sup> Additional lab values included per protocol as AEs of special interest of which did not occur during the study include: Hb <math>\leq</math> 8 gm/dL, Hb drop by &gt;2 gm/dL, AST/ALT &gt;3 ULN, increase in serum creatinine &gt;50%, Hy's law= ALT &gt; 3x ULN + bilirubin &gt; 2x ULN Lymphocyte count less than 500 cells/mm<sup>3</sup>, ANC less than 500 cells/mm<sup>3</sup></p> <p><sup>4</sup> Reported as AE of special interest per protocol as tofacitinib can impact lipids but was not considered clinically significant.</p> |   |   |   |   |

**Supplementary Table 3: Secondary Endpoints at Week 24 and Week 48 – Efficacy: Changes from Baseline**

|                                    | Double Blind Trial (Week 24) |                   |                                 |         | Open label Extension (Week 48)  |                             |                                 |         |
|------------------------------------|------------------------------|-------------------|---------------------------------|---------|---------------------------------|-----------------------------|---------------------------------|---------|
|                                    | Median (IQR)                 |                   | Difference of median (95% CI) ¶ | P-Value | Median (IQR)                    |                             | Difference of median (95% CI) ¶ | P-Value |
|                                    | Tofacitinib (N = 10)         | Placebo (N = 4)   |                                 |         | Tofacitinib→Tofacitinib (N = 8) | Placebo→Tofacitinib (N = 3) |                                 |         |
| <b>mRSS</b>                        | -5.5 (-6.0, -1.0)            | -2.5 (-7.5, 2.5)  | -3.0 (-12.0, 6.0)               | 0.47    | -12.5 (-15.5, -5.5)             | -9.0 (-11.0, -9.0)          | -3.5 (-7.0, 5.0)                | 0.60    |
| <b>Patient Global Assessment</b>   | 0.0 (-1.0, 1.0)              | -1.5 (-5.0, -0.5) | 1.5 (0.0, 8.0)                  | 0.16    | -0.5 (-1.5, 1.0)                | 0.0 (-8.0, 5.0)             | -0.5 (-6.0, 8.0)                | 0.85    |
| <b>Physician Global Assessment</b> | -1.5 (-3.0, -1.0)            | 0.5 (0.0, 1.0)    | -2.0 (-3.0, 2.0)                | 0.03    | -3.5 (-4.0, -1.0)               | -1.0 (-2.0, 2.0)            | -2.5 (-6.0, 1.0)                | 0.15    |
| <b>HAQ-DI</b>                      | -0.1 (-0.3, 0.0)             | 0.13 (0, 0.1)     | -0.2 (-0.4, 0.1)                | 0.30    | -0.4 (-0.4, -0.1)               | 0.1 (-0.1, 0.3)             | -0.5 (-0.6, 0.0)                | 0.07    |
| <b>FVC % Predicted</b>             | -0.5 (-2.0, 6.0)             | 5.0 (2.0, 9.5)    | -5.5 (-14.0, 3.0)               | 0.14    | -1.0 (-6.0, 1.5)                | 4.0 (-3.0, 15.0)            | -5 (-17.0, 7.0)                 | 0.92    |
| <b>ACR CRIS</b>                    | 0.3 (0.0, 1.0)               | 0.1 (0.0, 0.6)    | 0.2 (-0.5, 1.0)                 | 0.84    | 1.0 (0.3, 1.0)                  | 0.8 (0.5, 1.0)              | 0.2 (-0.5, 0.5)                 | 0.92    |

\*Negative is improvement for all outcome measures, except FVC% predicted

¶ 95% CI of difference of median was obtained via bootstrapping.

**Supplementary Table 4: Top 50 genes/cluster**

|    |            |             |       |       |           |           |
|----|------------|-------------|-------|-------|-----------|-----------|
| 48 | LCE3D      | 2.943941489 | 0.875 | 0.001 | 0         | 0         |
| 48 | NCCRP1     | 2.807406945 | 0.958 | 0.015 | 0         | 0         |
| 48 | WFDC12     | 2.690727348 | 0.792 | 0     | 0         | 0         |
| 48 | LINC00302  | 2.67109308  | 0.792 | 0     | 0         | 0         |
| 48 | AL365226.2 | 2.652709324 | 0.75  | 0.003 | 0         | 0         |
| 48 | PSAPL1     | 2.429463138 | 1     | 0.001 | 0         | 0         |
| 48 | BTC        | 2.422263327 | 0.958 | 0.008 | 0         | 0         |
| 48 | SPRR2B     | 2.334859181 | 0.542 | 0     | 0         | 0         |
| 48 | ARG1       | 2.310889166 | 0.833 | 0.001 | 0         | 0         |
| 48 | KLK5       | 3.440467738 | 1     | 0.023 | 1.01E-227 | 2.40E-223 |
| 48 | LCE1C      | 5.888259076 | 0.833 | 0.017 | 1.39E-213 | 3.30E-209 |
| 48 | FAM25A     | 4.314492311 | 1     | 0.029 | 2.62E-184 | 6.24E-180 |
| 48 | C5orf46    | 4.14798495  | 1     | 0.029 | 1.10E-182 | 2.61E-178 |
| 48 | AZGP1      | 4.010573732 | 1     | 0.03  | 2.16E-180 | 5.13E-176 |
| 48 | CYSRT1     | 2.363732767 | 0.958 | 0.028 | 8.00E-175 | 1.90E-170 |
| 48 | KRT23      | 3.373710833 | 1     | 0.032 | 2.48E-165 | 5.90E-161 |
| 48 | CTSV       | 2.521978968 | 0.917 | 0.057 | 2.67E-82  | 6.35E-78  |
| 48 | CNFN       | 2.856105506 | 0.833 | 0.049 | 2.89E-77  | 6.88E-73  |
| 48 | SPINK5     | 2.337342699 | 0.958 | 0.151 | 1.03E-36  | 2.44E-32  |
| 48 | GLRX       | 2.820294499 | 0.958 | 0.16  | 1.61E-36  | 3.83E-32  |
| 48 | CALML5     | 3.554873655 | 0.958 | 0.178 | 2.44E-31  | 5.80E-27  |
| 48 | CTNNBIP1   | 3.291630802 | 1     | 0.281 | 9.16E-27  | 2.18E-22  |
| 48 | SBSN       | 3.649505228 | 1     | 0.296 | 9.50E-26  | 2.26E-21  |
| 48 | CSTA       | 2.664230127 | 0.958 | 0.265 | 1.15E-23  | 2.73E-19  |
| 48 | BNIP3L     | 2.273515132 | 0.958 | 0.288 | 2.67E-23  | 6.36E-19  |
| 48 | KRTDAP     | 2.971909471 | 1     | 0.445 | 8.48E-20  | 2.02E-15  |
| 48 | HOPX       | 2.449168803 | 0.833 | 0.392 | 6.59E-11  | 1.57E-06  |

# Supplementary material for: Tofacitinib blocks IFN-regulated biomarker genes in skin fibroblasts and keratinocytes in a systemic sclerosis trial
**Source:** JCI Insight. 2022 Sep 8;7(17):e159566. doi: 10.1172/jci.insight.159566
**Supplement:** ICMJE disclosure forms

# ICMJE DISCLOSURE FORM

**Date:** 2/25/2022

**Your Name:** Dinesh Khanna

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 2/24/2022

**Your Name:** David A Fox

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 2/24/2022

**Your Name:** Johann E. Gudjonsson

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 2/24/2022

**Your Name:** Suiyuan Huang

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 2/24/2022

**Your Name:** J. Michelle Kahlenberg

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

Date: February 22, 2022

Your Name: Robert Lafyatis

Manuscript Title: **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

Manuscript number (if known): 159566-INS-CMED-1

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ X\_ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 2/24/2022

**Your Name:** Vivek Nagaraja

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 2/25/2022

**Your Name:** Puja P. Khanna

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 2/25/2022

**Your Name:** Cristina Padilla, MD

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 2/24/2022

**Your Name:** Tracy Tabib

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 2/24/2022

**Your Name:** Lam C Tsoi

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 2/24/2022

**Your Name:** Amber Young

**Manuscript Title:** **Tofacitinib blocks interferon-regulated biomarker genes in dermal and adventitial skin fibroblasts and keratinocytes in early systemic sclerosis: Results from a Phase I/II randomized controlled trial**

**Manuscript Number (if known):** **159566-INS-CMED-1**

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# CONSORT 2010 checklist of information to include when reporting a randomised trial\*

\*We strongly recommend reading this statement in conjunction with the CONSORT 2010 Explanation and Elaboration for important clarifications on all the items. If relevant, we also recommend reading CONSORT extensions for cluster randomised trials, non-inferiority and equivalence trials, non-pharmacological treatments, herbal interventions, and pragmatic trials. Additional extensions are forthcoming; for those and for up to date references relevant to this checklist, see [www.consort-statement.org](http://www.consort-statement.org).

**EVALUATION OF TOFACITINIB IN  
EARLY DIFFUSE CUTANEOUS SYSTEMIC SCLEROSIS:  
A PHASE I/II TWO-CENTER SAFETY AND TOLERABILITY STUDY**

**Principal Investigator:**  
Dinesh Khanna, MD, MS  
Professor of Medicine  
Director, Scleroderma Program  
University of Michigan Rheumatology Division  
300 N. Ingalls building, Suite 7C27  
Ann Arbor, MI 48109-5422  
p.734-763-3182  
f.734-763-5761  

Protocol Version 4.0  
2 July 2018

## Table of Contents

**Study Synopsis**

## 1. BACKGROUND AND RATIONALE

The safety and effectiveness of tofacitinib for the treatment of rheumatoid arthritis (RA) has been demonstrated in adult subjects. The Sponsor is conducting an investigational program to determine the safety, tolerability, and any possible descriptive indicators of efficacy using tofacitinib in subjects  $\geq 18$  and  $\leq 70$  years of age with early diffuse cutaneous systemic sclerosis (dcSSc).

### 1.1 Indication

Tofacitinib was approved on 06 November 2012 in the United States at a dose of 5 mg twice daily (BID) for the treatment of adults with moderately to severely active RA who have had an inadequate response or intolerance to MTX (Methotrexate). As of 05 November 2015, tofacitinib 5 mg BID is approved as 2<sup>nd</sup> line therapy for the treatment of adults with moderate to severe RA in 50 countries and marketed in 43 countries worldwide including the United States, Canada, Switzerland, Australia and Japan. Tofacitinib 10 mg twice daily (BID) is also approved for the treatment of RA in 3 countries (Switzerland, Russia, and Botswana). In this protocol, we are using the FDA approved dosing of 5 mg BID. It may be used in combination with methotrexate or other non-biologic disease modifying anti-rheumatic drugs (DMARDs).

### 1.2 Background

#### 1.2.1 Tofacitinib

Tofacitinib is a potent selective inhibitor of the Janus Kinase (JAK) family of kinases with a high degree of selectivity against other kinases in the human genome. In kinase assays, tofacitinib inhibits JAK1, JAK2, JAK3 and, to a lesser, extent Tyrosine Kinase 2 (TyK2). In cellular settings where JAK kinases signal in pairs, tofacitinib preferentially inhibits signaling by heterodimeric receptors associated with JAK3 and/or JAK1 with functional selectivity over receptors that signal via pairs of JAK2. Inhibition of JAK1 and JAK3 by tofacitinib blocks signaling through the common gamma chain containing receptors for several cytokines, including interleukins (IL) IL-2, -4, -7, -9, -15 and -21. These cytokines are integral to lymphocyte activation, proliferation and function, and inhibition of their signaling may thus result in modulation of multiple aspects of the immune response. In addition, inhibition of JAK1 will result in attenuation of signaling by additional pro-inflammatory cytokines, such as IL-6 and interferon (IFN) $\gamma$ . At higher exposures inhibition of erythropoietin signaling could occur via inhibition of JAK2 signaling.

The safety and effectiveness of tofacitinib for the treatment of RA has been demonstrated in adult subjects. Both 5 mg BID and 10 mg BID dose regimens have been studied in adults and demonstrated efficacy. A greater number of adverse events were reported at the 10 mg BID dose level. The sponsor is conducting a safety phase 1/II trial for subjects aged 18 - 70 for treatment of dcSSc. Tyrosine kinase inhibitors have been proposed as logical targets for novel treatment strategies in SSc<sup>1</sup>, but not much attention has yet been given to the possible use of JAK inhibitors in SSc. However, the various considerations noted above regarding the pathogenesis of SSc and the target effects of tofacitinib provide a compelling case for *in vitro*, animal model and human

clinical testing of this agent in SSc. The ability of tofacitinib to suppress both Th2 differentiation and the pro-fibrotic effects of Th2 cytokines, while sparing Treg function is a combination of effects that may make this drug especially suitable for SSc

### 1.2.2 Exploratory Mechanistic Endpoints

In the human CD4<sup>+</sup> T cells, inhibiting JAK1 expression completely suppressed IL-6–mediated STAT1 phosphorylation<sup>2</sup> and showed that tofacitinib inhibits IL-6 production and blocks IL 6 signaling. This is supported by a recent phase 2 randomized controlled trial of the interleukin-6 receptor- $\alpha$  inhibitor, tocilizumab patients with SSc.<sup>3</sup> This global, double-blind, placebo-controlled study enrolled adult patients with progressive SSc of  $\leq 5$  years' duration from first non-Raynaud sign or symptom. Patients were randomly assigned (1:1) to weekly subcutaneous tocilizumab 162 mg or placebo for 48 weeks. The primary efficacy endpoint was the difference in mean change from baseline in modified Rodnan skin score (mRSS) at week 24. 87 patients received tocilizumab (n=43) or placebo (n=44). The primary endpoint showed a treatment difference of  $-2.70$  mRSS units (95% CI:  $-5.85, 0.45$ ) in favor of tocilizumab at week 24 but did not meet statistical significance ( $p=0.0915$ ). At week 48, the treatment difference was  $-3.55$  mRSS units (95% CI:  $-7.23, 0.12$ ), favoring tocilizumab over placebo ( $p=0.0579$ ). Exploratory analysis of lung function showed that fewer patients in the tocilizumab arm had a decline in percent predicted forced vital capacity than in the placebo arm by comparison of the cumulative distribution (week 48,  $p=0.0373$ ). Tocilizumab downregulated the expression of myeloid-associated genes in the skin and decreased circulating levels of CCL18, a chemokine associated with fibrosis and progression of SSc-associated lung disease. Rates of adverse events/serious adverse events were not different between tocilizumab (42/43 [97.7%]/14/43 [32.6%]) and placebo (40/44 [90.9%]/15/44 [34.1%]).

### 1.2.3 Role of T Cells in the Pathogenesis of SSc

How the deposited data were processed for this re-analysis (not part of the article)

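Single-cell RNA libraries from the skin of 15 participants with early diffuse cutaneous systemic sclerosis were analyzed, 30 in all, from baseline and week 6 of tofacitinib (10 participants) or placebo (5 participants). The authors made the deposited UMI counts with Cell Ranger 4.0.0, as the headers of the count files state, against GRCh38, as their notes state, and deposited them unnormalized for the barcodes that Cell Ranger called as cells. Gene positions are from GENCODE v29. The sample labels give the participant, so baseline and week 6 were paired by participant, and the participant entered every model as a block. As a check of the pairing, the deviation of a library from its group mean was correlated over genes with that of its partner within each class. The median correlation over pairs ran from 0.13 in keratinized keratinocytes to 0.39 in SFRP2/DPP4 fibroblasts, above 0.1 in 14 of 15 pairs of the latter and in 6 of 11 pairs of the former. Of 435 pairs of libraries 0 held identical counts.

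Cells with at least 500 UMIs, at least 200 genes and at most 25% mitochondrial UMIs were kept. Total UMIs of kept cells per library ran from 1.12e7 to 3.02e7 at baseline and from 1.27e7 to 2.55e7 at week 6 of tofacitinib, and from 8.05e6 to 3.18e7 and from 8.61e6 to 2.50e7 on placebo, with medians per cell of 3205 to 8343 UMIs over the libraries. Counts were scaled to 10000 per cell and log-transformed with scanpy 1.11.5 (python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). From 3000 variable genes, 40 principal components and 20 neighbors, Leiden clusters were drawn at resolution 2 (leidenalg 0.10.2, igraph 0.11.9). Clusters were named by scores of marker lists fixed in advance, giving 35 populations, of which 10 classes were tested for gene expression. Doublets were kept in the main counts, since Scrublet's automatic threshold marked 195 cells (0.301%), and 1203 cells (1.86%) with the highest Scrublet scores were removed in an alternative, at an expected 0.8% per 1000 cells.

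UMI counts, as deposited by the authors, were summed over the cells of a class for each library with at least 10 cells of it, and pairs with both libraries were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM factors, participant blocks, and quasi-likelihood tests, two-sided, of week 6 against baseline in each arm and of the difference between arms, with Benjamini-Hochberg adjustment over all genes tested. XIST, TSIX and genes of chromosome Y were left out of every test and list. Summed libraries held 39070 UMIs at the least (basal keratinocytes) and 47242 (macrophages), 56021 (T cells) and 65961 (dendritic cells) at the least in the immune classes. The edgeR step was tested on simulated data, counts of the same libraries with 200 genes changed by known folds, in the tofacitinib comparison. At 2-fold it recovered 86.2% of changed genes in SFRP2/DPP4 fibroblasts, 83.1% in MYOC/CCL19 fibroblasts, 82.8% in basal, 80.0% in differentiated and 37.5% in keratinized keratinocytes, 75.0% in macrophages, 77.8% in dendritic cells, 84.6% in T cells, 80.3% in vascular endothelial cells and 84.4% in pericytes. At 1.5-fold it recovered between 9.09% (keratinized keratinocytes) and 50.8% (vascular endothelial cells), so that changes of this size are largely missed in most classes. Genes are named by a rule fixed in advance: every gene that the paper's text, legends or Supplemental Table 7 names for a cell type in connection with the change after tofacitinib, the 10 genes with the smallest p and the 10 with the largest absolute log2 fold change among those at an adjusted p under 0.05 that moved the same way in at least 80% of pairs. The paper's genes had thus been seen in its own tables. SCGB2A2, CD36 and the LCE1 genes fall outside the rule and were named after their values were seen, as were baseline markers of clusters.

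Gene lists fixed in advance were type I interferon response, interferon-γ response, MHC class I and immunoproteasome, TNF/NF-kB, IL-17/IL-36, STAT3 and STAT5 response, JAK and STAT genes, myofibroblast differentiation, TGF-β response, proteasome, oxidative phosphorylation, glycolysis, heat shock, immediate early genes, senescence regulators, T cell exhaustion, T cell effector genes, cell cycle, ribosomal proteins, mitochondrially encoded genes, and keratins, matrix genes (COL1A1, COL1A2, COL3A1, DCN, LUM, SPARC) and hemoglobins of other cells. Lists were tested with fry and, with an estimated correlation between genes, camera (limma 3.58.1), adjusted over classes and lists within a family. Scores, the mean log2 CPM with a prior count of 2 over the genes of a list, adjusted apart for 6 of the lists and for the others, with alternatives run for the 6, and the percent of each population among the cells of a library were compared within participants by exact two-sided sign-flip tests and between arms by exact permutation of the arms. With 10 pairs the smallest possible sign-flip p is 0.00195, with 5 pairs 0.0625. Alternatives were DESeq2 1.42.0, library size alone in place of TMM, no low-count filter, no participant block, the tofacitinib libraries alone, limma on mean log-normalized expression, at least 30 cells per library, at least 1000 UMIs or at most 10% mitochondrial UMIs per cell, Leiden resolution 1, a prior count of 0.5, scores as a median over the list or a mean over cells, camera, lists without the genes the paper names, shares without keratinocytes and sweat gland cells, and leaving out each participant in turn. The tables of the paper's supplement that were at hand held only part of the genes of a cell type, as changes on a linear scale. Changes in UMIs per 10000 were compared with them in 5 cell types, with 73.5% to 98.0% of genes on the same side of 0. Over genes the Pearson r ran from 0.933 to 0.971 and the Spearman correlation from 0.601 to 0.965. Skin scores and their correlation with expression were not analyzed here.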

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

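Chosen only after the result was seen were the tests of the cell shares by denominator and by ratio to fibroblasts, the doublet test, the condition that the keratinocyte test must hold also without unnamed clusters, and 2 conditions of the depth test, on the quartiles and on a value in every class in which the list fell.

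Pericytes and vascular endothelial cells took a larger share of cells at week 6 of tofacitinib, by 3.82 ± 3.55 and 2.77 ± 1.92 points (SD, n = 10). Fewer keratinocytes in the later biopsy might raise both, and the percent of keratinocytes and sweat gland cells had a mean change of −6.25 points (lower in 7 of 10 participants, exact two-sided sign-flip p = 0.211). Among the other cells the changes were 4.06 points for pericytes (SD 5.47, higher in 7 of 10, p = 0.0469) and 3.10 points for endothelial cells (SD 3.98, 8 of 10, p = 0.0332), but 3.48 (p = 0.135) and 2.93 (p = 0.117) once unnamed clusters were left out as well. More dermis of every kind might do the same, and the log2 ratio to fibroblasts was 0.29 for pericytes (SD 0.95, higher in 7 of 10, p = 0.342) and 0.28 for endothelial cells (SD 0.93, 6 of 10, p = 0.348). Both explanations and an effect of tofacitinib on vessels cannot be told apart for these cells, since the spread between participants is wide beside the changes and the endothelial share was higher on placebo too.

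Matrix genes of fibroblasts (COL1A1, COL1A2, COL3A1, DCN, LUM, SPARC) had 104 ± 27.4 CPM at baseline and 169.8 ± 49.3 at week 6 of tofacitinib in differentiated keratinocytes. On placebo they had 120 ± 48.1 and 160 ± 84.2 CPM (SD), higher on average at week 6 as well. SFRP2/DPP4 fibroblasts had 69180 CPM of them. Their median log2 fold change in differentiated keratinocytes on tofacitinib was 1.00. Free RNA of fibroblasts in the droplets would carry other fibroblast genes along, and 50 other genes with the highest fibroblast over keratinocyte ratio had a median of 0.66 (SD 0.38, 49 of 50 above 0), as this explanation needs. Doublets of keratinocytes and fibroblasts stay open, as the mean change of the 6 matrix genes without the highest Scrublet scores was 0.959 of the main change (0.85 against 0.89) and only 1.22% of the class had been removed. The higher COL1A1 in these cells may therefore come from free fibroblast RNA, and an effect of tofacitinib on keratinocytes themselves was not excluded.

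Type I interferon response genes fell as a list in SFRP2/DPP4 fibroblasts, MYOC/CCL19 fibroblasts and basal keratinocytes (in the last not with an estimated correlation between genes, adjusted p = 0.0532). A lower depth per cell at week 6 stays open: with the summed counts of a class thinned to the same total per library the change was 0.872 of the main change (median of 9 classes, quartiles 0.691 to 1.28, but 0.232 in differentiated keratinocytes and 0.407 in macrophages), too few genes of the list were left for a value in basal keratinocytes, and equal totals do not make the depth per cell equal. The changes of a participant went together across classes, with a mean Pearson r of 0.212 over 45 pairs of classes (31 above 0, range −0.36 to 0.80; 95th percentile of shuffles 0.0939, permutation p = 0.0008). This is consistent with a change shared by the whole biopsy, which tofacitinib or the state of the skin at the biopsy might bring about, and the values do not separate these.

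A single value far from the others of its group, by Dixon's criterion, was met in 5 of 42 groups, where chance gives about 1 in 20, or 2.1. In basal keratinocytes on placebo the highest type I interferon score change was 2.27, with the others from −0.63 to −0.09. The lowest interferon-γ score change in T cells on tofacitinib was −1.10, with the others from −0.47 to 0.24. In vascular endothelial cells the highest type I change on tofacitinib was 0.46 (others −0.58 to −0.13) and the highest interferon-γ change on placebo 0.69 (others −0.16 to 0.01). For pericytes on placebo the highest interferon-γ change was 0.55 (others −0.48 to −0.20).

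A difference between the arms, tested as such, was met for 3 lists (limma's fry, adjusted two-sided p). The genes the paper names for MYOC/CCL19 fibroblasts differed by −0.57 (p = 0.0183) and those for vascular endothelial cells by −0.29 (p = 0.0183), and these lists are not independent evidence. Hemoglobin genes, a list of other cells, differed in dendritic cells by −5.64 (p = 0.000735), with −1.36 on tofacitinib and 4.28 on placebo. The mean share of red blood cells moved the same way, from 0.840% to 0.325% on tofacitinib and from 0.306% to 0.968% on placebo. Whether the hemoglobin counts in dendritic cells come from red blood cells was not tested.

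Among genes that the paper does not discuss for the cell type, 7 passed in the tofacitinib arm and had an unadjusted p under 0.05 for the difference from placebo (edgeR's quasi-likelihood test, two-sided). They were GBP1 in SFRP2/DPP4 fibroblasts (−1.11, difference p = 0.00469), CCL2 (−1.12, p = 6.5e-05) and S100A9 (−1.63, p = 0.0441) in basal keratinocytes, SPON2 (1.06, p = 0.0119) and LARGE2 (1.09, p = 0.00465) in differentiated keratinocytes, and FOS (0.68, p = 0.00636) and FCN3 (−1.62, p = 1.10e-05) in vascular endothelial cells. None of these differences passed Benjamini-Hochberg adjustment over all genes (lowest 0.102, for FCN3).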

How the results depend on the processing

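Chosen only after the data had been seen were the tests with the highest Scrublet scores removed and the tests of shares without unnamed clusters, while the other alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. Removal of the doublets that Scrublet's automatic threshold marks was not run, as it marked too few cells. Lists with too few tested genes in a class (T cell effector genes in most classes, myofibroblast genes in keratinized keratinocytes, macrophages, dendritic cells and T cells) had no test.

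The side of the test's threshold held for 1444 of 1449 alternative values of the tofacitinib scores, 1449 of 1449 on placebo, 605 of 610 shares, 192 of 196 list tests on tofacitinib, 196 of 196 on placebo and 196 of 196 for the difference, and 4423 of 4642 fold changes of named genes (25 stronger, 194 weaker). With 5 placebo pairs or fewer no sign-flip p can be under 0.0625, so outside the unpaired alternative the placebo scores could not pass. On tofacitinib no score passed in the main setting, so the 1444 values are ones that did not pass either. No share of a named population passed adjustment there, and most named genes did not pass. The high counts for shares and fold changes are thus largely those of values that never passed. Without the participant block 21 fold changes were weaker and 169 the same, and with limma on mean log-normalized expression likewise 21 and 169. Values took the other sign in 79 tofacitinib scores, 92 placebo scores, 148 arm differences, 23 shares and 81 fold changes. Over the alternatives the rise of pericytes ran from 3.19 to 4.30 points and that of vascular endothelial cells from 2.48 to 3.17. Counts of changed genes moved by over 1.5 times in 93 alternatives on tofacitinib (152 did not), 31 on placebo (204 did not) and 21 for the difference (214 did not), so these counts depend on the processing. Depth left 2793 genes tested in macrophages, 3706 in dendritic cells and 2418 in T cells, and in the test on simulated data keratinized keratinocytes recovered 37.5% of 2-fold changes. Apart from this filter, the participant block, the camera test and the changed denominators, whose construction changes the genes tested, the variance or the whole, the cause was not tested.

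Numbers of changed genes are given in the order tofacitinib, placebo, difference. Without the low-count filter, which adds genes with few counts, they were 119, 85 and 41 in SFRP2/DPP4 fibroblasts, 59, 17 and 13 in MYOC/CCL19 fibroblasts, 109, 83 and 18 in basal, 166, 29 and 9 in differentiated and 153, 16 and 25 in keratinized keratinocytes, 28, 5 and 5 in macrophages, 50, 24 and 33 in dendritic cells, 6, 2 and 4 in T cells, 123, 55 and 48 in vascular endothelial cells and 31, 21 and 12 in pericytes. DESeq2 called 6 genes on tofacitinib and 2 on placebo in SFRP2/DPP4 fibroblasts, 4 on tofacitinib in MYOC/CCL19 fibroblasts, 47 on placebo and 44 for the difference in basal keratinocytes, 1 on placebo in differentiated keratinocytes, 10 on tofacitinib in keratinized keratinocytes, 1 on tofacitinib and 1 for the difference in T cells, and 18 on tofacitinib and 1 for the difference in vascular endothelial cells. Without the participant block edgeR called 0 on tofacitinib in both fibroblast classes, basal and keratinized keratinocytes and vascular endothelial cells, 1 in differentiated keratinocytes, and 0 on placebo in SFRP2/DPP4 fibroblasts and basal keratinocytes. With limma on mean log-normalized expression the counts were 0 in both fibroblast classes and in basal, differentiated and keratinized keratinocytes and 1 in vascular endothelial cells on tofacitinib, and 0 on placebo in SFRP2/DPP4 fibroblasts and basal keratinocytes. On the tofacitinib libraries alone 0 were called in MYOC/CCL19 fibroblasts, 54 in differentiated and 1 in keratinized keratinocytes and 1 in pericytes.

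In cells with at least 1000 UMIs, 13 were called in keratinized keratinocytes and 4 in vascular endothelial cells on tofacitinib. At a mitochondrial share of at most 10%, 3 were called in differentiated and 1 in keratinized keratinocytes and 1 in vascular endothelial cells on tofacitinib, and 17 in basal keratinocytes on placebo. At Leiden resolution 1 the counts were 0 in differentiated and 5 in keratinized keratinocytes and 1 in vascular endothelial cells on tofacitinib, and 31 in basal keratinocytes on placebo. With at least 30 cells per library they were 10 in basal, 2 in differentiated and 9 in keratinized keratinocytes and 3 in T cells on tofacitinib, and 20 in basal keratinocytes on placebo. With the highest Scrublet scores removed, 2 were called in MYOC/CCL19 fibroblasts.

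Leaving out each participant in turn gave 2 to 7 genes on tofacitinib in SFRP2/DPP4 fibroblasts, 0 to 6 in MYOC/CCL19 fibroblasts, 0 to 11 in basal, 0 to 22 in differentiated and 0 to 12 in keratinized keratinocytes, 0 to 1 in macrophages, 0 to 2 in dendritic cells, 0 to 2 in T cells and 0 to 7 in vascular endothelial cells. On placebo it gave 0 to 6 in SFRP2/DPP4 fibroblasts, 0 to 20 in basal and 0 to 4 in differentiated keratinocytes and 0 to 2 in dendritic cells. For the difference it gave 0 to 1 in SFRP2/DPP4 fibroblasts, basal keratinocytes, vascular endothelial cells and pericytes and 0 to 2 in dendritic cells.

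As a mean over cells, the myofibroblast score on tofacitinib passed in basal keratinocytes (0.0783, 10 pairs), differentiated keratinocytes (0.0380) and vascular endothelial cells (0.169), with adjusted exact sign-flip p = 0.0273 in each. The STAT3 score of vascular endothelial cells turned its sign and passed as well (0.0719, adjusted exact sign-flip p = 0.0273). Without the participant block the myofibroblast score of differentiated keratinocytes passed (0.80, adjusted p = 0.0279) and the pericyte share did not (3.82 points, p = 0.0636). The arm difference in the interferon-γ score of vascular endothelial cells turned to 0.0968 as a median over the list and 0.0366 as a mean over cells. At a mitochondrial share of at most 10% the shares of CCL14 endothelial cells (1.51 points) and sweat duct cells (0.403 points) passed (adjusted p = 0.0342 for both). Without unnamed clusters in the denominator the shares of pericytes (3.48 points, p = 0.135) and vascular endothelial cells (2.93 points, p = 0.117) did not pass. With an estimated correlation the list tests on tofacitinib for type I interferon response in basal keratinocytes (p = 0.0532), TGF-β response (p = 0.0532) and myofibroblast differentiation (p = 0.0896) in differentiated keratinocytes and immediate early genes in vascular endothelial cells (p = 0.0532) did not pass.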

Differences from the paper's values

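No test in this part was chosen after its result was seen.

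STEAP4 pericytes made up 3.22% ± 1.34 (SD) of cells at tofacitinib baseline here, against the paper's about 1.1% in Fig. 1B, read by eye, and 4.35% ± 1.82 at week 6, against the paper's about 2.0% in Fig. 1B, read by eye. The difference remains among cells other than keratinocytes and sweat gland cells (5.69% and 6.71%), with at least 1000 UMIs (3.19% and 4.46%), with a mitochondrial share of at most 10% (3.43% and 4.82%) and at Leiden resolution 1 (3.24% and 4.39%). No alternative set before the data were examined brought the values within the paper's. The names here are rebuilt from markers, so the populations are not the paper's cell for cell.

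The paper states that the shares of several vascular populations rose after correction for multiple tests. Here none of 35 populations passed an adjusted p of 0.05 (lowest 0.103 by Benjamini-Hochberg), except that CCL14 endothelial cells and sweat duct cells passed with a mitochondrial share of at most 10% (adjusted p = 0.0342 for both). The unadjusted exact p was under 0.05 for CCL14 and SELE endothelial cells and for RERGL, STEAP4 and CCL2 pericytes. The tests are not alike: the paper used a paired t test with Bonferroni's correction. With 10 pairs the exact sign-flip p cannot be under 0.00195, so no population could pass Bonferroni correction over 35 here. The exact test therefore cannot decide whether the paper's result holds in these counts, and the paper's paired t test was not repeated. Mean changes were 1.50 ± 1.15 points (SD, n = 10) for CCL14 and 1.16 ± 0.93 for SELE endothelial cells. They were 1.09 ± 1.45 for RERGL and 1.13 ± 1.23 for STEAP4 pericytes.

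The paper describes the fall of interferon signatures in the epidermis as strongest in keratinized keratinocytes and absent on placebo. Here the tofacitinib score change was −0.34 in these cells (lower in 6 of 8 participants, exact sign-flip p = 0.195), against −0.46 in basal keratinocytes, and the placebo change was −0.64 (3 of 3 lower). The interferon-γ score change of keratinized keratinocytes was 0.15, higher in 5 of 8. The paper scored each cell and used an unpaired Wilcoxon rank sum test, whereas the replicates here were participants.

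The paper reports that none of the interferon-regulated genes raised in macrophages at baseline were reduced. Here IFITM3, which it names there, was lower in 10 of 10, while IFI6 was higher in 8 of 10 and no gene passed. For endothelial cells the paper reports no uniform change of interferon genes. Here the interferon-γ score change was −0.26 (lower in 9 of 10, exact sign-flip p = 0.00586, adjusted 0.0820), while STAT2 had a fold of −0.04.

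For T cells the paper gives one more participant with lower CDKN2A than the 7 of 10 found here, and Leiden resolution 1 gave the paper's number. The paper's fall of JAK2 and ISG15 in fibroblasts rests on uncorrected p values, and here these genes had the same direction without passing an adjusted p over all genes.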

Other observations

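No test in this part was chosen after its result was seen, but the rule that splits say nothing where the real count is 0 was set afterwards.

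Smooth muscle cells, marked by DES and ACTG2, made up 0.652% of cells at baseline and 1.76% at week 6 of tofacitinib (n = 10, higher in 9, exact two-sided sign-flip p = 0.0293), and follicular keratinocytes, marked by KRT75 and KRT17, 2.69% and 3.62% (8 of 10 higher, p = 0.0430). Dermal papilla fibroblasts, marked by COCH and CRABP1, made up 1.57% and 0.702% (7 of 10 lower, p = 0.0371). None of these passed adjustment over the named populations. Among markers of the vascular populations none changed at an adjusted p under 0.05 within pericytes or endothelial cells (edgeR's quasi-likelihood test, Benjamini-Hochberg). At an unadjusted p under 0.05 were CCL8, a monocyte chemokine gene from the CCL2 pericyte marker list (−0.45, p = 0.00458), the chemokine scavenger gene ACKR1 of venules (−0.28, p = 0.0168), the capillary markers CA4 (0.62, p = 0.0492) and RBP7, and CLEC14A from the arterial marker list (0.33, p = 0.00517). In these clusters CCL8 was among the leading genes of STEAP4 pericytes and not of CCL2 pericytes.

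Other fixed lists did not pass on tofacitinib in any class where they could be tested (limma's fry, adjusted two-sided p). Lowest values were 0.0669 for IL-17/IL-36 response in macrophages (5 of 5 tested genes below 0, mean −0.32), 0.117 for TNF/NF-kB response in MYOC/CCL19 fibroblasts (18 of 19 below 0, mean −0.35), 0.117 for JAK and STAT genes there (8 of 10 below 0, mean −0.29), 0.143 for STAT5 response in T cells (5 of 6 above 0, mean 0.21), 0.117 for glycolysis in SFRP2/DPP4 fibroblasts (11 of 15 below 0, mean −0.08) and 0.628 for oxidative phosphorylation in keratinized keratinocytes (37 of 53 above 0, mean 0.10). Ribosomal protein genes had 32 of 32 below 0 in basal keratinocytes (mean −0.20, p = 0.117), mitochondrially encoded genes 10 of 10 below 0 in macrophages (mean −0.16, p = 0.498), keratins of other cells 6 of 8 above 0 in differentiated keratinocytes (mean 0.21, p = 0.119) and cell cycle genes 3 of 4 below 0 in T cells (mean −0.78, p = 0.145). Heat shock genes lay below 0 for 17 of 17 in SFRP2/DPP4 fibroblasts, basal keratinocytes, macrophages, dendritic cells, vascular endothelial cells and pericytes. Hemoglobin genes had a mean of −1.42 in SFRP2/DPP4 fibroblasts on tofacitinib (3 of 3 below 0, p = 0.114).

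Chance was weighed by swapping the visits within participants, in 24 splits with the real one included. On tofacitinib no other split reached the real count in basal keratinocytes (6 genes, highest other split 1, as large in 1 of 24) and differentiated keratinocytes (8 genes, highest other 2, as large in 1). A share of 1 in 24 is the smallest these splits can give, and the classes were read without correction. The splits therefore make chance less likely in these 2 classes but do not exclude it. Other splits reached the real count in SFRP2/DPP4 fibroblasts (2 genes, highest other 3, as large in 5), MYOC/CCL19 fibroblasts (1 gene, highest other 1, as large in 4), keratinized keratinocytes (3 genes, highest other 14, as large in 6) and vascular endothelial cells (2 genes, highest other 2, as large in 2), so chance stays open there. Where edgeR called 0 genes all 24 splits are as large by construction and say nothing about chance: macrophages (highest other 0), dendritic cells (3), T cells (1) and pericytes (1).

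On placebo the splits are too few for a share under 0.05, and a real count of 0 makes all of them as large by construction. Real and highest other counts were 1 and 21 in SFRP2/DPP4 fibroblasts (as large in 7 of 16), 0 and 0 in MYOC/CCL19 fibroblasts (16 of 16), 1 and 296 in basal keratinocytes (8 of 16), 0 and 184 in differentiated keratinocytes (16 of 16), 0 and 0 in keratinized keratinocytes (4 of 4), 0 and 0 in macrophages (8 of 8), 0 and 1 in dendritic cells, T cells and vascular endothelial cells (16 of 16) and 0 and 12 in pericytes (16 of 16). The splits with 296 and 184 genes point to a structure of the placebo keratinocyte samples, which was not tested.

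For the difference between arms, participants were reassigned to arms in 24 splits. The real count was 0 in every class, so all 24 splits are as large by construction and say nothing about chance. Highest other counts were 1 in SFRP2/DPP4 fibroblasts, 10 in MYOC/CCL19 fibroblasts, 1 in basal, 32 in differentiated and 8 in keratinized keratinocytes, 2 in macrophages, 1 in dendritic cells, 6 in T cells, 3 in vascular endothelial cells and 3 in pericytes. Unadjusted counts of the difference ran from 95 in T cells to 531 in basal keratinocytes.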
